# Rhox6 regulates the expression of distinct target genes to mediate mouse PGCLC formation and ESC self-renewal

**DOI:** 10.1186/s13578-023-01096-2

**Published:** 2023-08-08

**Authors:** Xiaofeng Li, Peng Chen, Junxiang Ji, Quanchao Duan, Jianjian Cao, Ru Huang, Shou-Dong Ye

**Keywords:** Embryonic stem cells, PGCLCs, Self-renewal, Rhox6, Nanos3, Tbx3

## Abstract

**Background:**

Mouse embryonic stem cells (mESCs) not only retain the property of self-renewal but also have the ability to develop into primordial germ cell-like cells (PGCLCs). However, knowledge about the mechanisms of transcriptional regulation is still limited. *Rhox6*, a member of the homeobox family that is located on the X chromosome, is highly expressed within PGCLCs in vivo and in vitro. However, the detailed effects of *Rhox6* on PGCLC specification and mESC maintenance remain unclear.

**Results:**

In this study, we found that overexpression of *Rhox6* favors the formation of PGCLCs, while depletion of *Rhox6* inhibits the generation of PGCLCs. Mechanistically, *Rhox6* directly induces the expression of *Nanos3* during the specification of PGCLCs. Subsequently, downregulation of *Nanos3* expression is sufficient to decrease the ability of *Rhox6* to induce PGCLC formation. Moreover, we found that depletion of *Rhox6* expression facilitates the self-renewal of mESCs. High-throughput sequencing revealed that suppression of *Rhox6* transcription significantly increases the expression of pluripotency genes. Functional studies further demonstrated that *Rhox6* directly represses the transcription of *Tbx3*. Therefore, knockdown of the expression of the latter impairs the self-renewal of mESCs promoted by *Rhox6* downregulation.

**Conclusions:**

Our study reveals that overexpression of *Rhox6* is beneficial for PGCLC generation through induction of *Nanos3*, while downregulation of *Rhox6* contributes to mESC self-renewal by increasing *Tbx3*. These findings help elucidate the early development of mouse embryos.

**Supplementary Information:**

The online version contains supplementary material available at 10.1186/s13578-023-01096-2.

## Background

Primordial germ cells (PGCs) are the precursor cells of spermatocytes and oocytes. In mice, they were first discovered at the posterior end of the primitive streak in the extraembryonic mesoderm at approximately Embryonic day 6.25 (E6.25). PGC specification then occurs at approximately E7.25 at the base of the incipient allantois [1]. At approximately E10.5, mouse PGCs individually migrate through the hindgut endoderm and mesentery and eventually colonize the embryonic gonads at E11.5 [1]. The normal development of PGCs is a prerequisite for the stable transmission of genetic information between generations. A set of genes has been identified during PGC formation in vivo that includes *Blimp1* and *Prdm14*. The expression of these genes is induced by bone morphogenetic protein 4 (BMP4) produced from the extraembryonic ectoderm [2–5], and their induction in turn upregulates *Tfap2c*, another transcriptional regulator crucial for PGC establishment. The specification of PGCs is a complex process involving inhibition of somatic programming, reacquisition of potential pluripotency, and subsequent genome-wide epigenetic reprogramming [6]. Pluripotent stem cells, such as embryonic stem cells (ESCs) and induced pluripotent stem cells (iPSCs), provide a good model for recapitulating the specialization of PGCs through cytokine exposure in vitro. Briefly, mouse ESCs (mESCs) are first induced to differentiate into epiblast-like cells (EpiLCs) with Activin A and basic fibroblast growth factor (bFGF). Then, EpiLCs are treated with Bmp4, leukemia inhibitory factor (LIF), stem cell factor (SCF) and epidermal growth factor (EGF) in KnockOut Serum Replacement (KSR)-containing medium to further differentiate into PGCLCs [7]. Many important candidate genes, such as *Nanog* [8], *Esrrb* [9], *Otx2* [10], *SETDB1* [11], *Sox17* [12] and *Tfcp2l1* [13], have been identified by using this system. However, further elucidation of the transcription factor circuitry driving the germline program is needed.

In addition to the differentiation process of ESCs, how ESCs maintain their stemness needs to be determined. Originally, mESCs, first established in 1981 [14], were shown to remain in an undifferentiated state on feeder cells, which can be replaced by LIF [15, 16]. LIF binds to LIF receptors and recruits glycoprotein subunit 130 (gp130), activating JAK/STAT3 signaling pathways. Phosphorylated STAT3 stimulates the expression of downstream target genes [17], such as *Klf4* [18], *Gbx2* [19], *Sp5* [20] and *Tfcp2l1* [21], each of which can maintain stem cell self-renewal when overexpressed. In addition to LIF/serum-containing conditions, mESCs can proliferate indefinitely in serum-free conditions in the presence of two small molecules (also known as 2i), CHIR99021 and PD0325901, which inhibit the activity of glycogen synthase kinase-3β (GSK3β) and mitogen-activated protein kinase kinase (MEK), respectively [22]. LIF and 2i have several converged targets [20, 21]. In addition, many self-renewal-promoting factors have been identified [23]. To date, the landscape of self-renewal and pluripotency of mESC maintenance has been described in detail, but the information is not sufficiently comprehensive.

In this study, we found that *Rhox6* was highly expressed in PGCs compared with epiblasts. Functional assays revealed that overexpression of *Rhox6* promotes the formation of PGCLCs but inhibits the self-renewal of mESCs. Through high-throughput sequencing, chromatin immunoprecipitation and gene expression regulation techniques, we demonstrated that *Rhox6* mediates PGCLC specification and mESC maintenance by regulating *Nanos3* and *Tbx3* transcription, respectively. These results provide a new perspective for understanding the regulatory mechanisms of PGC fate decisions and mESC maintenance.

## Results

### Overexpression of *Rhox6* promotes PGCLC formation

To discover potential candidate genes that may be important for the specification of mouse PGCs, we analyzed the transcriptional data of E9.5 PGCs and epiblasts and found that the homeobox family members *Rhox6* and *Rhox9*, as well as the PGC markers *Prdm14*, *Blimp1*, *Stella* and *Tfap2c*, were highly expressed in PGCs (Fig. 1A). To validate these results in vitro, we differentiated mESCs into EpiLCs with activin A and bFGF for 2 days. Then, the latter were induced to differentiate into PGCLCs in KSR-containing medium with BMP4, LIF, SCF and EGF for 4 days. Quantitative real-time PCR (qRT-PCR) analysis showed that the PGC marker genes *Nanos3*, *Blimp1*, *Tfap2c*, *Stella* and *Prdm14* were upregulated in PGCLCs compared with ESCs and EpiLCs (Fig. 1B). Moreover, all the transcript levels of Rhox family members, including *Rhox1*, *Rhox2a*, *Rhox4a*, *Rhox5*, *Rhox6*, *Rhox7a*, *Rhox8*, *Rhox9* and *Rhox10*, significantly increased (Fig. 1B). Notably, *Rhox6* and *Rhox9* had the highest growth rates, and their expression also gradually increased during the transition from mESCs to EpiLCs (Fig. 1B). These data imply that *Rhox6* and *Rhox9* may promote the fate determination of PGCs.

**Fig. 1:**
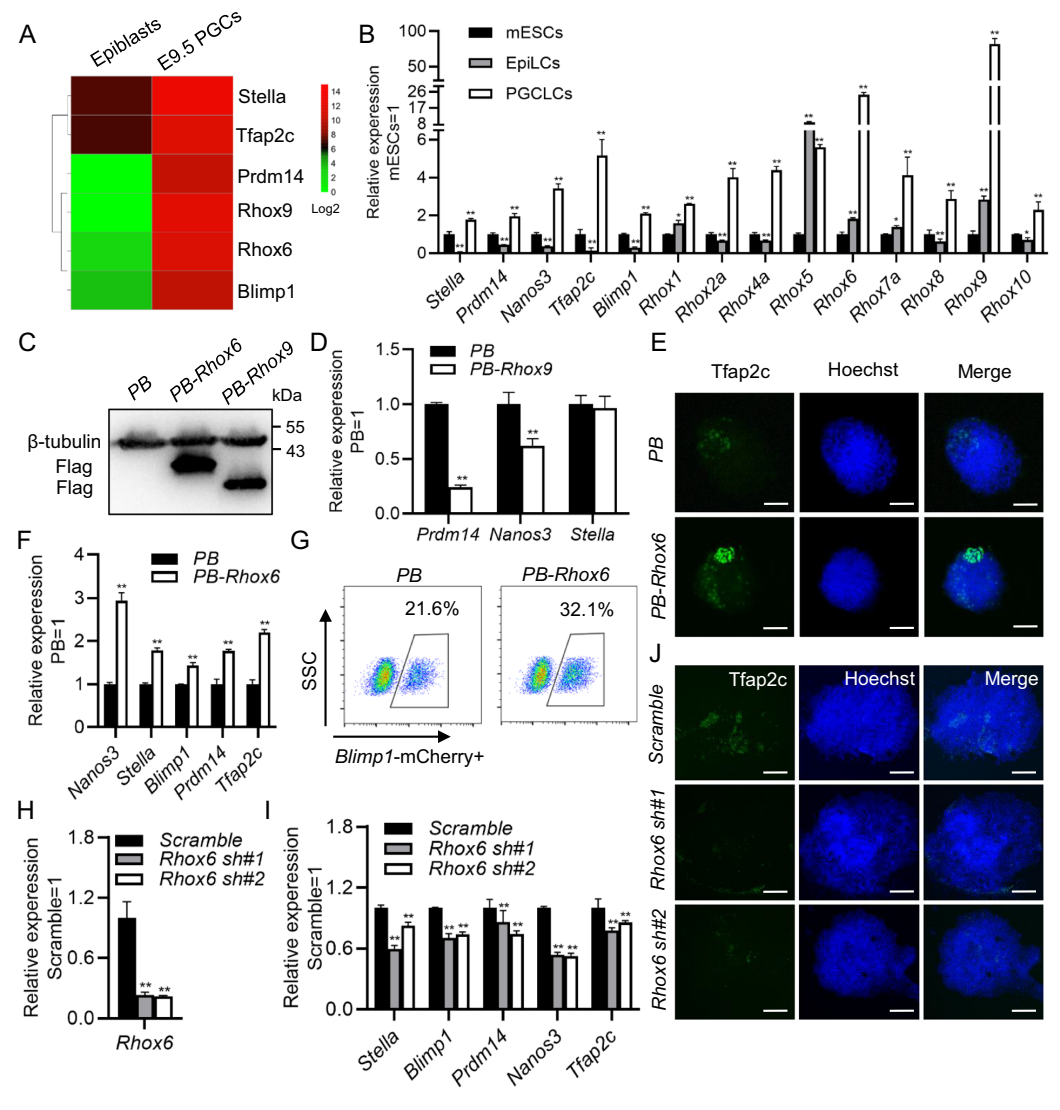
*Rhox6* promotes the differentiation of PGCLCs derived from mESCs. **A** Heatmap analysis of the expression of *Rhox6*, *Rhox9* and PGC marker genes in mouse epiblasts and E9.5 PGCs. **B** qRT-PCR analysis of the expression of PGC marker genes and Rhox family members in mESCs, EpiLCs and PGCLCs. The data are presented as the mean ± SD (N = 3 biological replicates). *P < 0.05, **P < 0.01 versus mESCs, as determined by one-way ANOVA with Sidak’s multiple comparisons test. **C** Western blot analysis of the expression level of Flag in 46C mESCs transfected with *PB*, *PB-Rhox6* or *PB-Rhox9*. β-Tubulin was used as the loading control. **D** qRT-PCR detected the expression of the PGC marker genes *Prdm14*, *Nanos3* and *Stella* in *PB* and *PB-Rhox9* PGCLCs. The data are presented as the mean ± SD (N = 3 biological replicates). **P < 0.01 versus *PB*, as determined by Student’s t test. **E** Immunofluorescence staining of Tfap2c expression in *PB* and *PB-Rhox6* PGCLCs. Scale bar, 100 μM. **F** qRT-PCR analysis of the expression of PGC marker genes in *PB* and *PB-Rhox6* PGCLCs. The data are presented as the mean ± SD (N = 3 biological replicates). **P < 0.01 versus *PB*, as determined by Student’s t test. **G** Flow cytometry analysis of the expression of Blimp1-mCherry in *PB* and *PB-Rhox6* PGCLCs. **H** qRT-PCR analysis of the expression level of *Rhox6* in 46C mESCs infected with *scramble* or *Rhox6* shRNA lentiviruses. The data are presented as the mean ± SD (N = 3 biological replicates). **P < 0.01 versus *scramble*, as determined by one-way ANOVA with Sidak’s multiple comparisons test. **I** qRT-PCR analysis of the expression of PGC marker genes in *scramble* or *Rhox6* shRNA PGCLCs. The data are presented as the mean ± SD (N = 3 biological replicates). **P < 0.01 versus *scramble*, as determined by one-way ANOVA with Sidak’s multiple comparisons test. **J** Immunofluorescence staining of Tfap2c expression in *scramble* and *Rhox6* shRNA PGCLCs. Scale bar, 100 μM

To validate this hypothesis, we inserted *Flag*-tagged *Rhox6* or *Rhox9* into PiggyBac (PB) plasmids (*PB-Rhox6* or *PB-Rhox9*) and then transfected them with transposons into 46C mESCs. An empty vector was used as a control. Western blot analysis showed that the genes were successfully overexpressed (Fig. 1C and Additional file 1: Fig. S1A). Subsequently, *Rhox6* and *Rhox9* transfectants were induced into PGCLCs. qRT-PCR analysis showed that overexpression of *Rhox9* did not increase the levels of the PGC markers *Prdm14*, *Nanos3* and *Stella* (Fig. 1D). Under the same conditions, the results of immunofluorescence and qRT-PCR revealed that upregulation of *Rhox6* enhanced the expression levels of *Tfap2c*, *Nanos3*, *Stella*, *Blimp1* and *Prdm14* compared with those after transfection with the *PB* control (Fig. 1E, F). Furthermore, we established ESCs with mCherry expression initiated by the *Blimp1* promoter and then transfected them with *PB-Rhox6* [13]. After PGCLC differentiation, flow cytometry screening showed an increase in the number of mCherry-positive cells due to *Rhox6* upregulation (Fig. 1G). These results indicate that upregulation of *Rhox6* favors the generation of PGCLCs.

To examine whether *Rhox6* is necessary for PGCLC production, we designed two mouse *Rhox6* mRNA-specific shRNAs (*Rhox6* shRNAs) with lentiviral systems. *Rhox6* transcripts levels were reduced by approximately 70–80% in 46C mESCs after infection with *Rhox6* shRNA lentivirus compared to the *scramble* control (Fig. 1H and Additional file 1: Fig. S1B). After PGCLC formation, the *Rhox6*-knockdown cells expressed lower levels of the PGC markers *Stella*, *Blimp1*, *Prdm14*, *Nanos3* and *Tfap2c* than the *scramble* control cells (Fig. 1I, J). Then, the endogenous *Rhox6* gene was deleted with the CRISPR/Cas9 system, and the disruption of *Rhox6* alleles was confirmed by genomic DNA sequencing and Western blotting (Additional file 1: Fig. S2A, B). *Rhox6* knockout impaired the efficiency of PGCLC generation (Additional file 1: Fig. S2C). These data suggest that depletion of *Rhox6* limits the formation of PGCLCs.

### *Rhox6* facilitates the specification of PGCLCs by increasing the expression of *Nanos3*

To better investigate the mechanism by which *Rhox6* induces PGCLC fate decisions, we constructed a *Flag*-tagged *Rhox6*-inducible cell line with a genome nonintegrated system (*i-Rhox6*), and found that short-term treatment with doxycycline (Dox) for 6 h effectively induced the transient expression of *Rhox6* (Fig. 2A). qRT-PCR showed that compared with no treatment, Dox increased the level of *Nanos3*, one of the markers of PGCs (Fig. 2B). Moreover, downregulation of *Nanos3* was more pronounced in cells infected with *Rhox6* shRNA lentivirus (Fig. 2C).

**Fig. 2:**
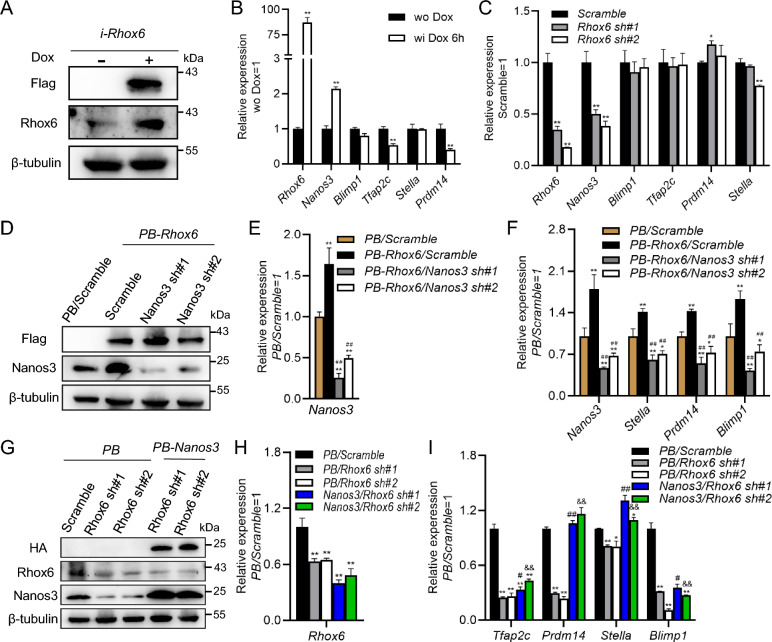
*Rhox6* relies on *Nanos3* to enhance the formation of PGCLCs. **A** Western blot analysis of the expression of Flag and Rhox6 in *i-Rhox6* mESCs, in which *Flag*-tagged *Rhox6* was driven by the Tet-On system, in the presence or absence of 2 μg/ml Dox. **B** qRT-PCR analysis of the expression of *Rhox6* and PGC marker genes in *i-Rhox6* mESCs treated with Dox for 6 h. The data are presented as the mean ± SD (N = 3 biological replicates). **P < 0.01 versus wo Dox, as determined by Student’s t test. Wo, without; wi, with. **C** qRT-PCR analysis of the expression of *Rhox6* and PGC marker genes in 46C mESCs infected with *scramble* or *Rhox6* shRNA lentiviruses. The data are presented as the mean ± SD (N = 3 biological replicates). *P < 0.05, **P < 0.01 versus *scramble*, as determined by one-way ANOVA with Sidak’s multiple comparisons test. **D** Western blot analysis of the expression levels of Flag and Nanos3 in PB and *PB-Rhox6* mESCs infected with *scramble* or *Nanos3* shRNA lentiviruses. **E** qRT-PCR was used to detect the expression level of *Nanos3* in and *PB-Rhox6* mESCs infected with *scramble* or *Nanos3* shRNA lentiviruses. The data are presented as the mean ± SD (N = 3 biological replicates). **P < 0.01 versus *PB/scramble*, as determined by one-way ANOVA with Sidak’s multiple comparisons test. **F** qRT-PCR analysis of the expression of PGC marker genes in PB and *PB-Rhox6* PGCLCs infected with *scramble* or *Nanos3* shRNA lentiviruses. The data are presented as the mean ± SD (N = 3 biological replicates). *P < 0.05, **P < 0.01 versus *PB/scramble*, as determined by one-way ANOVA with Sidak’s multiple comparisons test. **G** Western blot assay of the expression levels of HA, Rhox6 and Nanos3 in *PB* and *PB-Nanos3* mESCs infected with *scramble* or *Rhox6* shRNA lentiviruses. **H** qRT-PCR analysis of the expression levels of *Rhox6* in *PB* and PB-*Nanos3* mESCs infected with *scramble* or *Rhox6* shRNA lentiviruses. The data are presented as the mean ± SD (N = 3 biological replicates). **P < 0.01 versus *PB/scramble*, as determined by one-way ANOVA with Sidak’s multiple comparisons test. **I** qRT-PCR analysis of the expression of PGC genes in *PB* and *PB-Nanos3* PGCLCs infected with *scramble* or *Rhox6* shRNA lentiviruses. The data are presented as the mean ± SD (N = 3 biological replicates). *P < 0.05, **P < 0.01 versus *PB/scramble*, ^#^P < 0.05, ^##^P < 0.01 versus *PB/Rhox6 sh#1*, ^&&^P < 0.01 versus *PB/Rhox6 sh#2*, as determined by one-way ANOVA with Sidak’s multiple comparisons test

To further evaluate whether *Nanos3* can mediate the function of *Rhox6* during PGCLC fate decisions, we decreased *Nanos3* transcript levels in *PB*-*Rhox6* cells (Fig. 2D, E). After 4 days of PGCLC differentiation, qRT-PCR analysis results showed that downregulation of *Nanos3* expression reduced the expression of PGC marker genes induced by *PB-Rhox6* compared with the *scramble* control (Fig. 2F). We then enforced the expression of *HA*-tagged *Nanos3* with the PiggyBac vector (*PB-Nanos3*) in *Rhox6* shRNA cells (Fig. 2G). Subsequently, we induced *PB* and *PB-Nanos3* mESCs infected with *Rhox6* shRNA lentivirus to differentiate into PGCLCs (Fig. 2H). qRT-PCR results showed that upregulation of *Nanos3* expression partially alleviated the defects in PGCLC formation caused by downregulation of *Rhox6* expression (Fig. 2I). Collectively, these results suggest that *Rhox6* relies in part on the *Nanos3* gene to mediate the specification of PGCLCs.

### *Nanos3* is a direct target gene of *Rhox6*

To investigate whether *Rhox6* directly regulates the expression of *Nanos3* in mESCs, we performed a CUT&Tag experiment with an anti-Flag M2 antibody in *PB-Rhox6* cells to pull down the targeted genomic DNA segments, which were then subjected to high-throughput sequencing. The results indicated that there are many *PB-Rhox6* DNA-binding motifs in the *Nanos3* promoter (Fig. 3A). Furthermore, we carried out chromatin immunoprecipitation (ChIP) in *PB-Rhox6* mESCs with an anti-Flag antibody affinity gel and designed ten pairs of qRT-PCR primers with 50 bp repeats between adjacent primers using the *Nanos3* promoter sequence (from − 2000 to + 1) as a template (Fig. 3B). qRT-PCR showed that there was obvious enrichment in the − 600 to − 350 motif (Fig. 3C). Finally, to further illustrate that *Rhox6* is a direct functional activator of *Nanos3* expression, we used the AnimalTFDB database to analyze the binding motifs of *Rhox6* and found one predicted binding site (from − 549 to − 541) in the motif at − 600 to − 350 (Fig. 3D). The promoter fragment with mutated − 549 to − 541 sequences (*Nanos3*^*Mut*^) was cloned. Wild-type (WT) Nanos3 (*Nanos3*^*WT*^) and *Nanos3*^*Mut*^ were then inserted into the pGL3 plasmid to drive the expression of luciferase (Fig. 3E). Thereafter, *PB-Rhox6* and *Renilla* luciferase-expressing plasmids were introduced into 46C mESCs with *pGL3-Nanos3*^*WT*^ or *pGL3-Nanos3*^*Mut*^. After 48 h, these cells were collected and lysed. The results showed that *PB-Rhox6*/*Nanos3*^*WT*^-expressing cells exhibited higher luciferase activity than *PB/Nanos3*^*WT*^- and *PB-Rhox6*/*Nanos3*^*Mut*^*-*expressing cells (Fig. 3F). Together, these results suggest that *Rhox6* binds directly to the promoter of *Nanos3* and stimulates its transcription.

**Fig. 3:**
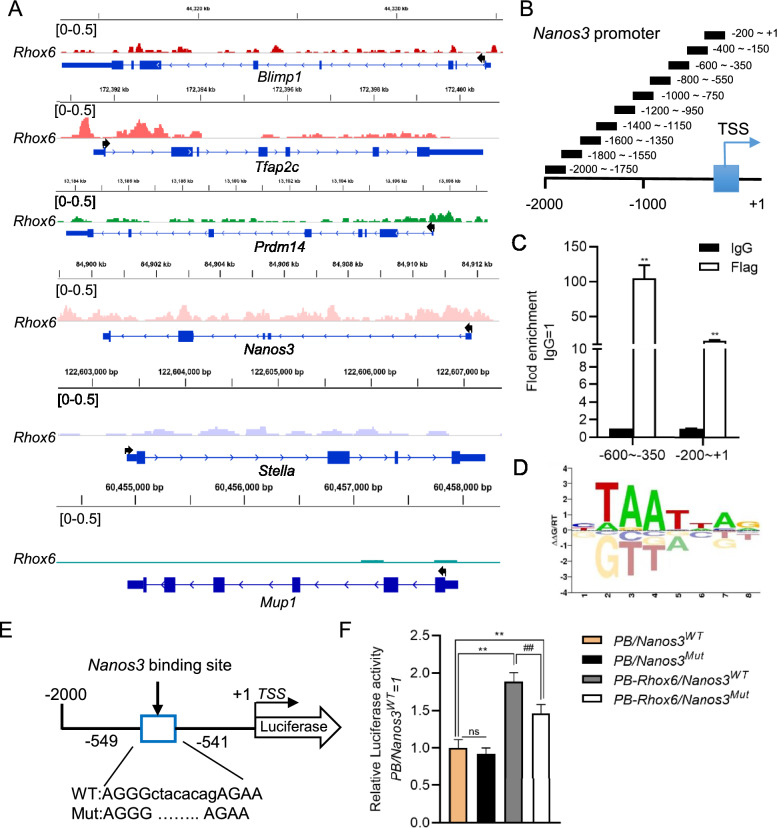
*Nanos3* is a direct target of *Rhox6*. **A** CUT&Tag analysis of the enrichment of *Rhox6* in the promoters of *Blimp1*, *Tfap2c*, *Prdm14*, *Nanos3*, *Stella* and *Mup1*. **B** The *Nanos3* promoter (from − 2000 to + 1) was used as a template, and 10 pairs of qRT-PCR primers were designed. **C** ChIP assays were performed using an anti-Flag antibody. IgG was used as a negative control. The fold enrichment in the indicated regions of the *Nanos3* promoter was measured by qRT-PCR. The data are presented as the mean ± SD (N = 3 biological replicates). **P < 0.01 versus IgG, as determined by Student’s t test. **D** Consensus binding motif of *Rhox6* predicted by the AnimalTFDB database. **E** The binding position and sequence of *Rhox6* in the *Nanos3* promoter and the corresponding deletion mutation sequence. TSS, transcription start site. **F** Luciferase activity analysis of the WT or mutant (Mut) *Nanos3* promoter reporter plasmid-expressing cell lines transfected with PB or *PB-Rhox6*. *PB/Nanos3*^*WT*^ was used as the control for normalization. The data are presented as the mean ± SD (N = 3 biological replicates). *P < 0.05, **P < 0.01 versus *PB/Nanos3*^*WT*^, ^##^P < 0.01 versus *PB-Rhox6/Nanos3*^*WT*^, as determined by one-way ANOVA with Sidak’s multiple comparisons test. ns, not significant

### Knockdown of *Rhox6* favors mESC self-renewal

After knockdown of *Rhox6*, we found that mESCs grew better than *scramble* cells and therefore wondered whether downregulation of *Rhox6* facilitates mESC maintenance. To answer this question, we cultured 46C mESCs infected with *scramble* or *Rhox6* shRNA lentiviruses in serum-containing medium without LIF for 7 days. Western blot assays showed that *Rhox6* shRNA cells exhibited higher protein levels of the pluripotency genes Sox2 and Klf4 than *scramble* control cells (Fig. 4A, B). Moreover, alkaline phosphatase (AP) staining and qRT-PCR analysis showed that *Rhox6* shRNA mESCs exhibited higher AP activity and higher levels of the pluripotency genes *Oct4*, *Sox2*, *Klf4*, *Nanog* and *Esrrb* but harbored lower levels of the differentiation-associated genes *Sox17*, *T* and *Gata4* than *scramble* control cells (Fig. 4C–E). Similar results were observed in *Rhox6* knockout cells treated without LIF for 7 days (Additional file 1: Fig. S2D, E). However, overexpression of *Rhox6* was not sufficient to induce mESC differentiation in LIF/serum-containing medium, and these cells had a similar speed of differentiation as *PB* control cells in the absence of LIF (Additional file 1: Fig. S3A–C). Together, these data suggest that low levels of *Rhox6* are able to promote the maintenance of mESC stemness.

**Fig. 4:**
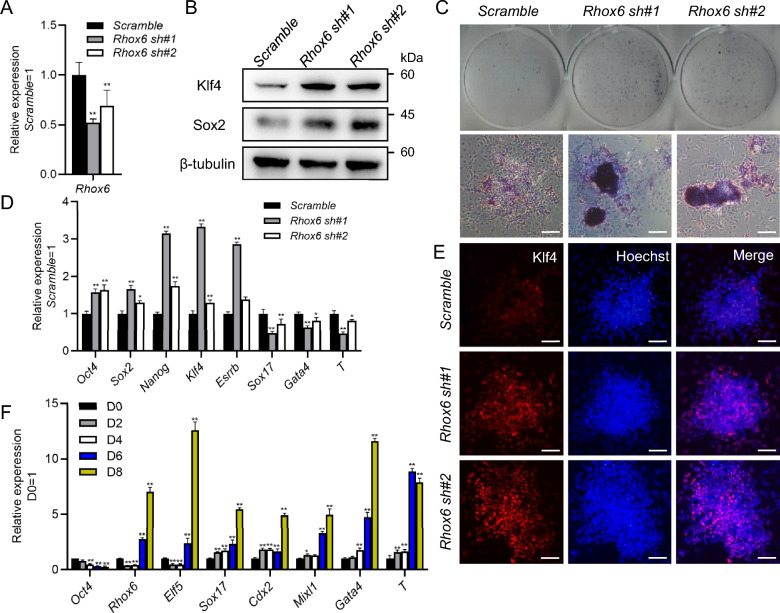
Decreased *Rhox6* levels promote mESC self-renewal. **A** qRT-PCR analysis of the expression level of *Rhox6* in 46C mESCs infected with *scramble* and *Rhox6* shRNA lentiviruses. The data are presented as the mean ± SD (N = 3 biological replicates). **P < 0.01 versus *scramble*, as determined by one-way ANOVA with Sidak’s multiple comparisons test. **B** Western blot analysis of the expression levels of Klf4 and Sox2 in 46C mESCs infected with *scramble* and *Rhox6* shRNA lentiviruses and cultured in the absence of LIF for 7 days. **C** AP staining of *scramble* and *Rhox6* shRNA-expressing mESCs in the absence of LIF for 7 days. Scale bar, 100 μM. **D** qRT-PCR was used to detect the expression of pluripotency and differentiation-related genes in *scramble* and *Rhox6* shRNA mESCs. The data are presented as the mean ± SD (N = 3 biological replicates). *P < 0.05, **P < 0.01 versus *scramble*, as determined by one-way ANOVA with Sidak’s multiple comparisons test. **E** Immunofluorescence staining of Klf4 expression in *scramble* and *Rhox6* shRNA-expressing mESCs. Scale bar, 100 μM. **F** qRT-PCR analysis of the expression of the *Oct4*, *Rhox6*, *Elf5*, *Sox17*, *Cdx2*, *Mixl1*, *Gata4* and* T* genes in mESCs and EBs on different days. The data are presented as the mean ± SD (N = 3 biological replicates). *P < 0.05, **P < 0.01 versus D0, as determined by one-way ANOVA with Sidak’s multiple comparisons test. D0, Day 0

To examine the expression pattern of *Rhox6* during mESC differentiation, we suspended 46C mESCs to form embryoid bodies (EBs) to mimic the process of spontaneous differentiation. Cells were collected every 2 days, and qRT-PCR revealed that the expression of *Oct4* decreased, while the transcript levels of the differentiation-related genes *Sox17*, *Cdx2*, *Mixl1*, *Gata4* and *T* gradually increased (Fig. 4F). Notably, the expression of *Rhox6* decreased from Day 2 but increased sharply from Day 6, and the pattern was similar to that of the trophectoderm marker *Elf5* (Fig. 4F), indicating that *Rhox6* may be associated with mESC differentiation.

### Screening of genes downstream of *Rhox6* and associated with mESC self-renewal

We demonstrated that *Rhox6* positively regulated *Nanos3* expression, whereas knockdown of *Nanos3* failed to maintain the undifferentiated state of mESCs in the absence of LIF for 7 days (Additional file 1: Fig. S4A, B). 

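46C mESCs received *scramble* or *Rhox6* shRNA lentivirus and were collected after 24 h in serum-containing medium. RNA was extracted with Trizol, and 2 libraries per group were sequenced. The sample labels do not name LIF for these cells, and the mESC medium of the paper's methods contains it. *Rhox6* lies on chromosome X of GRCm38 from 37826910 to 37829857 on the + strand. The target of *Rhox6* sh#1, CCAGTCCTGATAGCATCAGAA, is found at bases 589 to 609 of the 1010-base *Rhox6* transcript, within the coding sequence. No other annotated gene had a transcript that matched it with 0 or 1 mismatches, and the closest was *Strn4*, with 2 mismatches. The target of sh#2, GAAACAGGAGAGTGCTGATGT, is found at bases 811 to 831 of the same transcript. Fig. 5A and Fig. 5C name sh#1 for the knockdown group, and the authors' deposited table names the mean of both knockdown libraries after sh1. Fig. S5A labels these libraries as sh1 and sh2, but it labels the *scramble* libraries as sh1 and sh2 too. These tags may therefore number the replicates rather than the hairpins. As neither reading is stated, whether both carried sh#1 is not settled here.
The authors' deposited table held 920 genes, and each one had already been called as differentially expressed by the authors. Its largest adjusted p-value was 0.0499 and its smallest absolute log2 fold change was 1.00. For each gene it gave a normalized expression level in every library, in a unit that is not named. No read counts accompany these levels, so the sequencing depth is unknown. The submitters' processing notes name Bowtie 0.12.2 and the mouse genome mm9, without their role. *Rhox6* is not one of the 920 genes, and its level in these libraries was not analysed here. The labels could therefore not be checked by the targeted gene. For the comparison of the groups, the levels were taken to log2(level + 1) and tested with limma, with Benjamini-Hochberg adjustment over the 920 genes. Differences on this scale understate the fold change of genes with low levels. The genes had been selected on these same libraries, so the p-values describe the listed genes and are not independent evidence that they changed. Nothing states that the libraries of a group came from separate cultures, and the p-values then measure only the spread between these samples, which may be technical. A two-sided exact permutation test of 2 libraries against 2 cannot give a p below 0.333.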

To deeply explore the effect of *Rhox6* on the self-renewal of mESCs, we performed high-throughput sequencing to screen for genes that respond to *Rhox6* knockdown. 

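*Pgk1*, which encodes the glycolytic enzyme phosphoglycerate kinase, had the highest level of the listed genes in both groups and fell in *Rhox6* shRNA mESCs. Its level was 1520.3 ± 40.7 (SD, n = 2) in *scramble* cells and 690.5 ± 11.3 (SD, n = 2) in *Rhox6* shRNA cells. It fell by 1.14 on the log2 scale (standard error 0.034, limma adjusted p = 0.000148). *Gpx1*, a glutathione peroxidase, rose from 213.5 ± 3.7 to 500.5 ± 1.9 (SD, n = 2 each). *Spp1*, which encodes osteopontin, rose from 156 ± 0.23 to 353 ± 2.0 (SD, n = 2 each). *Jam2*, which encodes a junctional adhesion molecule, rose from 53.1 ± 1.1 to 148 ± 3.1, and the lincRNA *Eprn* rose from 17.6 ± 0.40 to 80.7 ± 1.3 (SD, n = 2 each).
Of 18 genes of the response to low oxygen and of glycolysis, 6 were listed, and these 6 fell in *Rhox6* shRNA cells, as they did when adjusted over the list alone. Besides *Pgk1*, *Ddit4* fell from 250.5 ± 6.8 to 89.4 ± 7.0, *Egln3*, an oxygen-sensing prolyl hydroxylase, from 48.7 ± 2.4 to 14.4 ± 1.3, and the angiogenic factor *Vegfa* from 36.3 ± 0.42 to 14.3 ± 0.021 (SD, n = 2 each). Of 14 genes of the integrated stress response, 6 were listed, and these 6 fell as well, also when adjusted over the list alone. *Ddit3*, which encodes the transcription factor CHOP, fell from 36.6 ± 0.092 to 8.1 ± 0.0071, and *Chac1*, which degrades glutathione, fell from 12.4 ± 1.8 to 2.16 ± 0.099 (SD, n = 2 each). The serine synthesis genes *Phgdh* and *Psat1* fell by 1.17 and 0.98 on the log2 scale. The split of each of these lists had a two-sided Fisher's exact p of 0.0085 against the other listed genes and an adjusted p of 0.0808 over 19 lists.
Rises and falls were ranked by the difference of log2(level + 1). The genes ranked were past the threshold, with separate libraries and a level of at least 1 in the higher group. The largest rises on this scale were those of *Ucma* and *Xaf1*, both at a log2 difference of 2.54. They were followed by *Gm10416*, *Gm48494*, *Slc11a1*, *Ccdc38*, *Rbfaos*, *Coch*, *Lims2* and *Calcoco2*, at log2 differences of 2.52 to 2.28. A ranking by fold change would differ. The ratio of the mean levels was 8.00 for *Ucma* and 8.40 for *Xaf1*, against 11.9 for *Gm10416*. Other listed genes had larger fold changes in the authors' deposited table. For *Ccdc38* and *Lims2* the ratio of the mean levels, 9.02 and 14.4, was well above the authors' deposited fold change of 2.64 and 6.80, so the size of their rise is uncertain. *Lims2* was at 2.88 and 14.96 in the individual *Rhox6* shRNA libraries, and its log2 difference of 2.29 (standard error 0.66) was 2.44 or 2.14 (standard error 1.05) without *scramble* replicate 1 or 2, with a limma adjusted p of 0.112 or 0.144, and 3.31 or 1.27 without *Rhox6* shRNA replicate 1 or 2. The log2 difference of *Gm48494* was 1.46 to 3.22 when 1 library was left out, and it did not pass without *Rhox6* shRNA replicate 1 (1.94, standard error 0.80, limma adjusted p = 0.0822). The largest fall was that of *Gm10705*, a processed pseudogene on chromosome 3 of GRCm38 from 87207545 to 87208005, which may share reads with the gene it was copied from. Its level was 62.2 ± 8.9 in *scramble* cells and 0.55 ± 0.50 in *Rhox6* shRNA cells (SD, n = 2 each), and it fell by 5.39 on the log2 scale (standard error 0.25, limma adjusted p = 0.000149). *Adm*, *Chac1*, *Sncb*, *Bst2*, *Ddit3*, *Gnmt*, *Cubn*, *Cldn7* and *Nupr1* followed, at log2 differences of −2.11 to −1.92.
At a limma adjusted p under 0.05, 494 of the 920 listed genes were higher and 395 were lower in *Rhox6* shRNA cells, and 31 did not pass. With the additional limit of an absolute log2 difference of at least 1 on the log2(level + 1) scale, 283 were higher and 157 were lower. When the libraries were scaled to equal sums of the listed genes, this split was 146 higher and 254 lower, which follows from a single shift of all genes, taken from genes selected for their change.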

We found that downregulation of *Rhox6* regulated many differentially expressed genes (DEGs), of which 504 genes were upregulated and 416 genes were downregulated compared with the *scramble* control group (Fig. 5A). 

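The naive pluripotency factors *Tbx3*, *Nanog* and *Klf4* rose in *Rhox6* shRNA mESCs. *Tbx3* (ENSMUSG00000018604) lies on chromosome 5 of GRCm38 from 119670669 to 119684724 on the + strand. Its levels were 31.36 and 28.12 in the *scramble* libraries and 97.12 and 90.09 in the *Rhox6* shRNA libraries. The log2 difference was 1.62 (standard error 0.083, limma adjusted p = 0.000184), and the ratio of the mean levels was 3.15. *Nanog* (ENSMUSG00000012396), on chromosome 6 from 122707489 to 122714633, rose from 126 ± 0.58 to 323 ± 12.2 (SD, n = 2 each). *Klf4* rose from 17.4 ± 1.3 to 40.3 ± 0.98 (SD, n = 2 each). The Nodal antagonist *Lefty1* rose from 148 ± 1.7 to 320.1 ± 22.4, and *Id3*, an inhibitor of differentiation induced by BMP signals, rose from 56.1 ± 3.6 to 134 ± 6.0 (SD, n = 2 each).
All 17 genes drawn in Fig. 5C were listed. Of these, 14 were higher and 3 were lower in *Rhox6* shRNA cells at a limma adjusted p under 0.05, and the counts were the same when adjusted over the list alone. The study chose these genes from its calls on the same libraries, so the counts are not independent evidence of their direction. The split had a two-sided Fisher's exact p of 0.0252 against the other listed genes, and an adjusted p of 0.133 over 19 lists. *Wnt6* rose from 3.94 ± 0.97 to 9.92 ± 1.9, the Wnt receptor *Fzd10* from 3.34 ± 0.15 to 9.2 ± 0.64, and the Polycomb gene *Bmi1* from 3.19 ± 0.33 to 6.75 ± 0.071 (SD, n = 2 each). *Pax6*, *Meis1*, *Id4*, *Fzd1* and *Fgf2* also rose, from mean levels below 1 in *scramble* cells. *Pax6* rose from 0.33 ± 0.16 to 2.27 ± 0.56 (SD, n = 2 each). The difference of log2(level + 1) was 1.05 for *Meis1*, 1.16 for *Id4*, 0.57 for *Fzd1* and 1.11 for *Fgf2*. *Mapk13*, which encodes a p38 kinase, fell from 15.3 ± 2.5 to 4.32 ± 0.93 (SD, n = 2 each). *Wnt9a* fell by 0.59 and *Fgfr3* by 0.66 on the log2(level + 1) scale, with ratios of mean levels of 0.407 and 0.415.
*Fgf2*, *Fgfr3* and *Fzd6* no longer passed when either *scramble* library was left out, as their standard errors grew. Without *scramble* replicate 1 or 2, the log2 difference of *Fgf2* was 1.05 or 1.18 (standard error 0.43, against 0.27 with all libraries; limma adjusted p = 0.101 or 0.0797). It was 1.52 or 0.71 without *Rhox6* shRNA replicate 1 or 2, and the authors' deposited fold change of *Fgf2* was 3.23. That of *Fgfr3* was −0.64 or −0.69 (standard error 0.21, against 0.16; limma adjusted p = 0.0643 or 0.0559). That of *Fzd6* stayed at 0.61 (standard error 0.22, against 0.16; limma adjusted p = 0.0775 or 0.0774). The difference of *Fzd6* was smaller without *Rhox6* shRNA replicate 1 (0.43, limma adjusted p = 0.0546) and with the libraries scaled to equal sums of the listed genes (0.36, limma adjusted p = 0.0683).
Of 16 naive pluripotency genes, 5 were listed, and all 5 rose, with a Fisher's exact adjusted p of 0.183 for the split. They were *Nanog*, *Klf4*, *Tbx3*, *Prdm14* and the nuclear receptor gene *Nr5a2*, which rose from 12.4 ± 0.22 to 27.4 ± 1.6 (SD, n = 2 each). Of 11 core pluripotency genes, *Nanog* was listed.

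**Figure D1:**
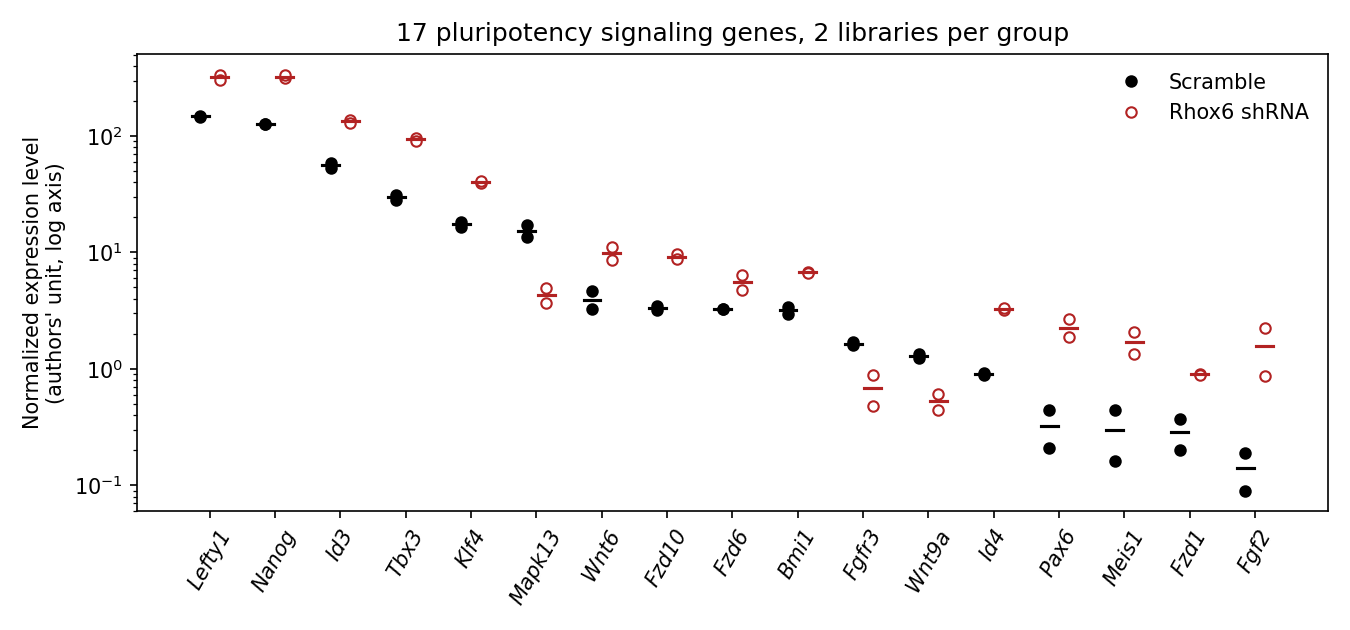
Normalized expression level (vertical log axis, in the unnamed unit of the authors' deposited table) of the 17 genes in the *scramble* libraries (filled black circles) and the *Rhox6* shRNA libraries (open red circles). Short lines mark the mean of the 2 libraries of a group, and 14 genes lie higher and 3 lower in *Rhox6* shRNA cells.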

To further analyze the biological functions of these DEGs, we performed GO and KEGG signaling pathway analyses (Additional file 1: Fig. S5A–D, Fig. 5B), and found that 17 candidate genes were enriched in signaling pathways regulating pluripotency of stem cells, including *Mapk13*, *Wnt9a*, *Fgfr3*, *Meis1*, *Pax6*, *Id4*, *Tbx3*, *Fgf2*, *Fzd1*, *Fzd10*, *Wnt6*, *Nanog*, *Bmi1*, *Fzd6*, *Klf4*, *Id3*, and *Lefty1* (Fig. 5C). qRT-PCR was performed to verify their expression, and the dynamic expression of most candidates was as expected, except for that of *Nanog*, *Fzd1*, *Meis1*, *Id4* and *Fzd6* (Fig. 5D). Next, we used *Rhox6*-inducible mESCs to confirm the findings. As shown in Fig. 5E, the addition of Dox for 12 h significantly induced *Rhox6* expression but suppressed the transcription of *Tbx3*, *Lefty*, *Klf4*, *Id3* and *Wnt6* (Fig. 5E). These candidate genes were then examined in WT and *Rhox6*-knockout mESCs, and the results showed that depletion of Rhox6 increased *Tbx3* and *Lefty1* transcription (Fig. 5F). However, enforced expression of *Lefty1* did not maintain the stemness of mESCs in the absence of LIF (Additional file 1: Fig. S6A, B). Therefore, we focused on *Tbx3* for the next experiments. Western blot analysis further validated the decreased Tbx3 protein level mediated by *Rhox6* overexpression (Fig. 5G).

**Fig. 5:**
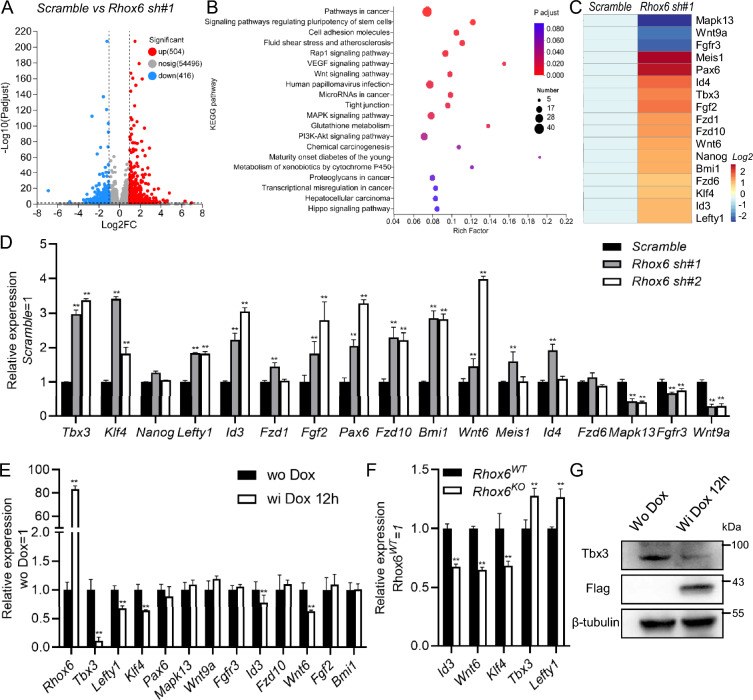
Screening of DEGs regulated by *Rhox6* knockdown. **A** Volcano plot showing DEGs mediated by *Rhox6* downregulation. **B** KEGG analysis of DEGs regulated by *Rhox6* downregulation. **C** Heatmap analysis of the expression of pluripotency-associated genes in DEGs. **D** qRT-PCR analysis of the expression of candidate genes regulated by *Rhox6* knockdown in **C**. The data are presented as the mean ± SD (N = 3 biological replicates). **P < 0.01 versus *scramble*, as determined by one-way ANOVA with Sidak’s multiple comparisons test. **E** qRT-PCR analysis of the expression of *Rhox6* and the indicated genes in *i-Rhox6* mESCs treated with or without Dox for 12 h. The data are presented as the mean ± SD (N = 3 biological replicates). **P < 0.01 versus wo Dox, as determined by Student’s t test. **F** qRT-PCR analysis of the expression of *Id3, Wnt6, Klf4, Tbx3 and Lefty1* in WT and *Rhox6-*knockout mESCs. The data are presented as the mean ± SD (N = 3 biological replicates). **P < 0.01 versus *Rhox6*^*WT*^, as determined by Student’s t test. **G** Western blot analysis of the protein levels of Flag and Tbx3 in *i-Rhox6* mESCs treated with or without Dox for 12 h

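Genes of several signaling pathways were among the listed genes. Of 29 Wnt ligands and receptors, 5 were listed, and 4 rose (*Wnt6*, *Fzd1*, *Fzd6* and *Fzd10*) while *Wnt9a* fell (Fisher's exact adjusted p = 0.609 for the split). Of 14 Wnt target genes, 4 were listed. *Notum*, which encodes an inhibitor of Wnt ligands, rose from 17.0 ± 0.78 to 41.3 ± 2.6 (SD, n = 2 each). *Sp8* rose by 0.57 on the log2(level + 1) scale, with a ratio of mean levels of 5.07. The Wnt inhibitors *Rnf43* and *Dkk1* both fell by 0.58 on this scale. Their ratios of mean levels, *Rhox6* shRNA over *scramble*, were 0.225 and 0.375, from low levels. The list had a Fisher's exact adjusted p of 1 for its split. Without *scramble* replicate 1 or 2, the log2 difference of *Sp8* was 0.54 or 0.61, with a standard error of 0.29 in place of 0.19 and a limma adjusted p of 0.17 or 0.139, and it was 0.30 or 0.85 without *Rhox6* shRNA replicate 1 or 2. Of 14 BMP targets, *Id3*, *Id4* and *Msx2* were listed, and all 3 rose (Fisher's exact adjusted p = 0.442). *Tgfbi*, a gene induced by TGF-β, rose from 3.5 ± 0.12 to 12.1 ± 0.064 (SD, n = 2 each).
The listed targets of LIF and STAT3 went both ways. Of 13 such genes, *Klf4* and *Spp1* rose, whereas *Socs3*, the feedback inhibitor of STAT3 signaling, fell from 7.17 ± 0.035 to 2.94 ± 0.26 and *Junb* from 16.2 ± 0.32 to 6.59 ± 0.86 (SD, n = 2 each). The adjusted p of this split was 1. Of 14 targets of FGF and ERK signaling, 2 were listed, and both fell. *Ier3* fell from 35.1 ± 3.2 to 9.45 ± 0.28 and the ERK phosphatase gene *Dusp4* from 15.2 ± 1.7 to 7.62 ± 0.12 (SD, n = 2 each). Lists with fewer than 3 listed members were not tested for their split.
From the annotation of the DEGs, the paper took the genes of pluripotency signaling as candidates, followed them by qRT-PCR and in cells with induced or deleted *Rhox6*, and focused on *Tbx3* after *Lefty1* alone had not maintained stemness.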

### *Tbx3* mediates the function of *Rhox6* in regulating the self-renewal of mESCs

To determine whether *Tbx3* can regulate the self-renewal-promoting effect of *Rhox6* shRNA, we constructed two *Tbx3* shRNA plasmids. After packaging, lentiviruses containing *Tbx3* shRNA were used to infect *Rhox6* shRNA mESCs and successfully decreased *Tbx3* transcript levels (Fig. 6A, B). These cell lines were then cultured in serum-containing medium without LIF for 7 days. AP staining and immunofluorescence showed that cells with knockdown of *Rhox6* and *Tbx3* together generated fewer AP-positive colonies and exhibited lower Klf4 expression than *Rhox6/scramble* control cells (Fig. 6C). Moreover, qRT-PCR showed that *Rhox6* and *Tbx3* double-knockdown cells expressed lower levels of the pluripotency markers *Oct4*, *Sox2* and *Nanog* but harbored higher levels of the differentiation-associated genes *Gata4*, *Sox17* and *T* than *Rhox6*-knockdown cells (Fig. 6D). Together, these experimental results indicate that downregulation of *Tbx3* impairs the ability of *Rhox6* knockdown to promote the self-renewal of mESCs.

**Fig. 6:**
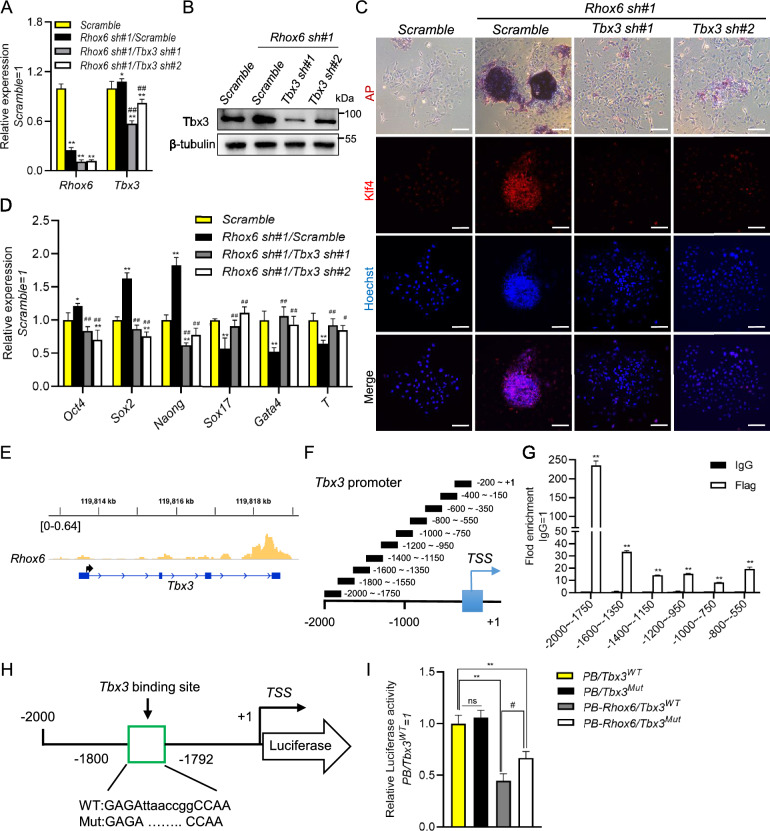
*Tbx3* meditates the self-renewal-promoting effect of *Rhox6* knockdown in mESCs. **A** qRT-PCR analysis of the expression of *Rhox6* and *Tbx3* in *scramble* and *Rhox6* shRNA mESCs infected with *scramble* or *Tbx3* shRNA lentiviruses. The data are presented as the mean ± SD (N = 3 biological replicates). *P < 0.05, **P < 0.01 versus *scramble*, ^##^P < 0.01 versus *Rhox6* sh#1*/scramble*, as determined by one-way ANOVA with Sidak’s multiple comparisons test. **B** Western blot analysis of the protein levels of Tbx3 in *scramble* and *Rhox6* shRNA mESCs infected with scramble or *Tbx3* shRNA lentiviruses. **C** AP staining and immunofluorescence staining of Klf4 in *scramble* and *Rhox6 sh#1* mESCs infected with *scramble* or *Tbx3* shRNA lentiviruses and cultured in serum-containing medium without LIF for 7 days. Scale bar, 100 μM. **D** qRT-PCR analysis of the expression of pluripotency- and differentiation-associated genes. The data are presented as the mean ± SD (N = 3 biological replicates). *P < 0.05, **P < 0.01 versus *scramble*, ^#^P<0.05,  ^##^P<0.01 versus *Rhox6* sh#1/*scramble*,  as determined by one-way ANOVA with Sidak’s multiple comparisons test. **E** CUT&Tag analysis of the binding sites of *Rhox6* on the *Tbx3* promoter. **F** Ten pairs of qRT-PCR primers were designed using the *Tbx3* promoter as the template. **G** A ChIP assay was performed using a Flag antibody. IgG was used as a negative control. The fold enrichment in the indicated regions of the *Tbx3* promoter was measured by qRT-PCR. The data are presented as the mean ± SD (N = 3 biological replicates). **P < 0.01 versus IgG, as determined by Student’s t test. **H** Binding position and sequence of *Rhox6* on the *Tbx3* promoter and the corresponding deletion mutation sequence. **I** Luciferase activity analysis of the WT or mutant (Mut) *Tbx3* promoter reporter plasmid-expressing cell lines transfected with or without *PB-Rhox6*. *PB/Tbx3*^*WT*^ was used as the control for normalization. The data are presented as the mean ± SD (N = 3 biological replicates). *P < 0.05, **P < 0.01 versus *PB/Tbx3*^*WT*^, ^##^P < 0.01 versus *PB-Rhox6/Tbx3*^*WT*^, as determined by one-way ANOVA with Sidak’s multiple comparisons test

### The transcription of *Tbx3* is directly suppressed by *Rhox6*

To investigate whether *Rhox6* directly regulates the expression of *Tbx3* in mESCs, we analyzed the CUT&Tag results of *PB-Rhox6* and found many binding sites of *Rhox6* on the promoter of *Tbx3* (Fig. 6E). To confirm this affinity, we designed 10 pairs of primers and performed ChIP (Fig. 6F). qRT-PCR analysis showed that *Rhox6* was significantly enriched in the promoter of *Tbx3*, especially at − 2000 to − 1750 (Fig. 6G). Finally, to validate that *Rhox6* directly suppressed *Tbx3* expression, we combined the results of ChIP and the binding motif of *Rhox6* predicted by the AnimalTFDB database and then inserted WT and mutated *Tbx3* promoter sequences into pGL3 to drive the expression of luciferase (*Tbx3*^*WT*^ and *Tbx3*^*Mut*^) (Fig. 6H). These constructs were transfected into 46C mESCs with *PB-Rhox6* and *Renilla luciferase*-expressing plasmids. After 48 h, these cells were lysed. As shown in Fig. 6I, *PB-Rhox6/Tbx3*^*WT*^ induced lower luciferase activity than *PB/Tbx3*^*WT*^- and *PB-Rhox6/Tbx3*^*Mut*^-expressing cells (Fig. 6I). Overall, these results suggest that *Rhox6* directly inhibits the transcription of *Tbx3*. Notably, the expression of *Tbx3* decreased when mESCs differentiated into EpiLCs and PGCLCs (Additional file 1: Fig. S7A). In addition, overexpression of *Tbx3* had no obvious effect on PGCLC generation (Additional file 1: Fig. S7B–D).

## Discussion

Analyzing the molecular regulatory network of PGC formation will provide new strategies for future research on reproduction. This study reveals that *Rhox6* promotes the specification of PGCLCs in vitro (Fig. 7). To date, 33 Rhox genes located on the X chromosome have been reported in mice [24], and the top 12 can be divided into three subclusters (α, including Rhox1-4; β, including Rhox 5-9; and γ, including Rhox10-12) [25]. Genes in a subcluster tend to be expressed in a similar manner. Rhox genes are selectively expressed in male and female reproductive tissues, including the testes, epididymis, ovaries, and placenta [24].

**Fig. 7:**
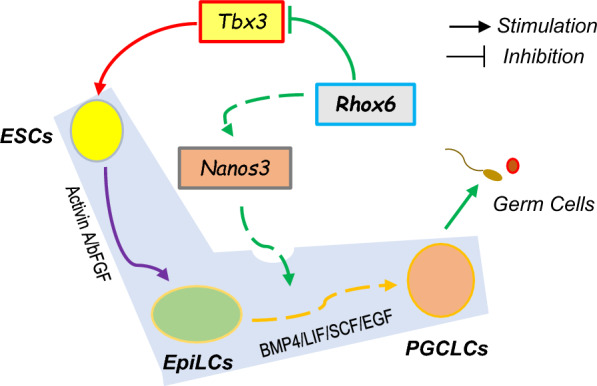
Schematic diagram of the role of *Rhox6* in ESC maintenance and PGCLC specification. Overexpression of *Rhox6* induces *Nanos3* expression to facilitate the formation of PGCLCs derived from EpiLCs. On the other hand, downregulation of *Rhox6* stimulates *Tbx3* expression to favor maintenance of mESC stemness

*Rhox6* is abundantly expressed in the placenta and postmigratory primordial germ cells [24], highlighting its potential role in regulating PGC fate determination. As expected, loss of *Rhox6* inhibis the generation of mESC-derived PGCLCs [26]. Similar results were also observed in our experiments (Fig. 1H–J and Additional file 1: Fig. S2A–C). However, overexpression of *Rhox6* has been found to have little effect on the specification of male PGCs [26], which is different from our results. This discrepancy may be due to the different methods of mESC differentiation into PGCLCs and the different sex backgrounds of the mESCs [26], as the 46C mESCs used in this study were derived from female mice [26], suggesting that the function of *Rhox6* may be sexually biased, especially in the generation of female primordial germ cells. This result could also be explained by the fact that *Rhox6* is predominantly expressed in embryonic female germ cells. In addition, *Rhox10* is present only in embryonic male germ cells. Transcripts of *Rhox1*, *Rhox6* and *Rhox7* mRNA can be found in fetal ovaries, whereas *Rhox2a*, *Rhox4a*, *Rhox5* and *Rhox9* are detectable in both fetal ovaries and fetal testes [27], suggesting the diverse effects of the Rhox gene on the specification of female and male PGCs. Notably, the *Rhox6* and *Rhox9* genes share approximately 80% identical homeodomains, implying a redundant function between them, whereas overexpression of *Rhox9* has no effect on PGCLC generation (Fig. 1D). It will be of interest to investigate the effect of double knockdown of *Rhox6* and *Rhox9* on PGCLC specification.

Another important finding of our study is the direct regulation between *Rhox6* and *Nanos3*. *Nanos3* belongs to the Nanos family of genes, including *Nanos1*, *Nanos2* and *Nanos3*, which are known for their roles in germ cell development and are conserved in both vertebrates and invertebrates [28]. Nanos genes were first discovered and studied in fruit flies [29, 30]. Their absence blocks PGCs from migrating to undergo gonadal development [31]. Similarly, mice with *Nanos3* knockout have greatly reduced migration of PGCs for reproductive ridge development. *Nanos3* exerts its function in part by preventing apoptosis of PGCs via inhibition of Bax-dependent and Bax-independent mechanisms [32]. In vitro*,* decreased *Nanos3* levels can significantly alter germ cell numbers and the expression patterns of germ cell markers in human ESCs and iPSCs [33, 34]. Our results demonstrate that *Nanos3* is also important for mouse PGCLC formation downstream of *Rhox6*. However, the expression pattern of *Rhox6* and *Nanos3* is not consistent when ESCs differentiate into EpiLCs (Fig. 1B). This phenomenon may be due to the reactivation of two X chromosomes, as one X chromosome is inactivated randomly in mESCs, but all are activated in EpiLCs. Moreover, PGCs undergo X reactivation during migration [35]. As we mentioned above, *Rhox6* expression is closely associated with the state of the X chromosome.

The third important discovery was our demonstration of a mechanistic link between *Rhox6* and *Tbx3* (Fig. 6E–I). *Tbx3*, a member of the T-box gene family, is highly expressed in cell clumps within mouse blastocysts [36]. In line with this, the *Tbx3* level is high in undifferentiated mESCs, but declines when mESCs undergo retinoic acid-induced differentiation [37]. Overexpression of *Tbx3* thus has the ability to bypass the requirement for LIF signaling and maintain ESC pluripotency in vitro by preventing differentiation and increasing self-renewal [37–39]. In contrast, downregulation of *Tbx3* in ESCs causes differentiation [37]. The transcription of *Tbx3* is regulated in part by the phosphatidylinositol-3-OH-kinase-Akt (PI3K) and mitogen-activated protein kinase (MAPK) pathways in mESCs [38]; Tbx3 is also regulated by *Nanog* [40]. At present, our data identify *Rhox6* as a negative modulator of *Tbx3* and show that its expression pattern is different from that of *Tbx3* when ESCs differentiate into cells/aggregates, such as EpiLCs, EBs and PGCs (Fig. 1B, Additional file 1: Fig. S6A) [41]. Consistently, the level of *Rhox6* significantly increased after knockdown of *Oct4* in mESCs [42]. However, overexpression of *Rhox6* is not sufficient to induce mESC differentiation (Additional file 1: Fig. S3A–C). It is likely that LIF produces a strong self-renewal signal that overshadows the differentiation cues induced by *Rhox6* upregulation because when ESCs exit pluripotency, the differentiation signal needs to reach a certain threshold to counteract self-renewal-inducing signals. Notably, *Tbx3* is dispensable for germ cell development [39], but is important for driving mesendodermal and primitive endoderm specification [43, 44]. It is worth discussing whether *Rhox6* participates in these events in the future.

## Conclusions

Our study clarifies the precise role of *Rhox6* in different cellular states. *Rhox6* stimulates *Nanos3* expression to promote PGCLC specification while inhibiting *Tbx3* transcription in undifferentiated mESCs. These results provide new insights into the regulatory network of mESC maintenance and PGC specification. In addition, we reveal the potential value of *Rhox6* in evaluating pluripotency and the role of Rhox6 in germ cell development, which may facilitate our understanding of infertility.

## Methods

### Cell culture

Culture of 46C mouse embryonic stem cells was performed in tissue culture plates coated with 0.1% gelatin. The medium consisted of DMEM (Biological Industries), 15% fetal bovine serum (FBSNE-01061, Ori Cell), 1× Non-essential amino acids (11140050, Gibco), 1× penicillin/streptomycin (15140122, Gibco), 0.1 mM β-mercaptoethanol (M3148, Sigma) and LIF (Made in house).

### Plasmid construction

The coding regions of mouse *Rhox9*, *Rhox6, Nanos3* and *Tbx3* were inserted into PiggyBac transposon vectors (PB) with Flag or HA tags to construct overexpression plasmids. *Rhox6*, *Nanos3* and *Tbx3* shRNA sequences were inserted into the pLKO.1-TRC vector (#10878, Addgene) to construct *Rhox6*, *Nanos3* and *Tbx3* shRNA lentivirus plasmids. The related sequences used are listed in Additional file 1: Tables S1 and S2.

### Cell transfection and virus production

Two micrograms of PB and 2 μg of transposon plasmids were transfected into cells using Hieff Trans Liposomal Transfection Reagent (40802ES03, Yeasen) according to the manufacturer’s instructions. For lentivirus production, 2 μg of pLKO.1, 0.75 μg of VSVG and 1.25 μg of psPAX2 were transfected into 293T cells. After 2 days, the supernatant was collected and used to infect cells. Puromycin and/or blasticidin S HCl was applied to screen the cells.

### Construction of the *Rhox6* knockout cell line

The plasmid pX330-U6-Chimeric_BB-CBh-hSpCas9 (Addgene, #42230) carrying *Rhox6* gDNA was transfected into 46C mESCs with Lipofectamine 3000 (L3000015, Life Technologies). After 48 h of puromycin screening, single colonies were picked and expanded. When the cells grew to a certain density, the genomic DNA was extracted and sent for DNA sequencing. In addition, the disruption of *Rhox6* was further confirmed by Western blotting. The gDNA sequence is CAAGACAGCCGCCAAAGCA.

### qRT-PCR

Total cellular RNA was extracted using the MolPure Cell/Tissue Total RNA Kit (19221ES50, Yeasen), and cDNA was synthesized from 1 μg of total RNA with the HiScript III All-in-one RT SuperMix Perfect for qPCR Kit (R333-01, Vazyme). Finally, qRT-PCR was carried out with qPCR SYBR Green Master Mix (Without ROX) reagent (Q121-02, Vazyme) in a PikoReal Real-Time PCR Machine. The relative expression was determined by the 2-ΔCq method and normalized to the expression of mouse Rpl19. The primers used are listed in Additional file 1: Table S3.

### Western blot

Cells were lysed with cold RIPA buffer (P0013B, Beyotime Biotechnology, China) supplemented with protease inhibitors. The extracted proteins were separated on 10% PAGE gels and electrically transferred to a PVDF membrane. The primary antibodies were Flag (1:1000, GNI4110-FG-S, GNI), HA (1:1000, GNI4110-HA-S, GNI, 1:1000), β-tubulin (1:2000, 200608, ZENBIO), Sox2 (1:1000, 66411-1-Ig, Proteintech), Klf4 (1:1000, R381633, ZENBIO), Tbx3 (1:1000, R25871, ZENBIO), Rhox6 (1:100, PA5-68779, ThermoFisher) and Nanos3 (1:500, ab70001, Abcam).

### Alkaline phosphatase staining

Cells were fixed with 4% paraformaldehyde for 2 min and washed twice with PBS. After incubation in AP staining reagent (C3206, Beyotime Biotechnology, China) for 30 min at room temperature according to the manufacturer’s instructions, cells were observed under a Leica DMI8 microscope.

### Immunofluorescence staining

Cells were washed with PBS three times and then fixed with 4% paraformaldehyde for 20 min at room temperature. After incubation in blocking buffer (PBS containing 5% BSA and 0.2% Triton X-100) for 2 h, the cells were placed in the diluent of primary antibody at 4 °C overnight. The antibodies were Klf4 (1:500, R381633, ZENBIO) and Tfap2c (sc12762, 1:100, Santa Cruz). After three washes with PBS, the cells were then incubated with a fluorescent secondary antibody and Hoechst 33342 (H3570, Invitrogen, 1:10,000) for 1 h at 37 °C in the dark. The cells were photographed under a Leica DMI8 microscope.

### Flow cytometry

PGCLCs expressing Blimp1-mCherry were digested into single cells with Solase solution (RP01021, Nuwacell, China) and then resuspended in 500 μl of cold DPBS. The fluorescence intensity of cells was analyzed by CytoFLEX flow cytometry (Beckman).

### CUT&Tag assay

*PB-Rhox6* mESCs were resuspended in cold DPBS and counted with a cell counter. CUT&Tag was performed with a CUT&Tag Kit (TD903, Vazyme, China). A Flag antibody (1:100, F1804, Sigma-Aldrich) was used to pull down the DNA fragments. A DNA library was established using the TruePrep Index Kit V2 for Illumina kit (TD202, Vazyme). High-throughput sequencing was used to analyze the sequence information in detail. The screen shots of peak enrichment were analyzed by IGV (version 2.12.3).

### ChIP assay

ChIP experiments were performed by following the instructions of a ChIP Analysis Kit (P2078, Beyotime Biotechnology). A Flag antibody was used for immunoprecipitation, and IgG was used as a negative control. The enrichment of ChIP was verified by qRT-PCR. The primer sequences and locations within the promoter regions of *Nanos3* and *Tbx3* are listed in Additional file 1: Tables S4 and S5.

### Luciferase assay

The promoter sequences of *Nanos3* (− 800 to + 1) and *Tbx3* (− 2000 to − 1400) were cloned into pGL3 plasmids (*pGL3-Nanos3*, *pGL3-Tbx3*). WT and mutant *pGL3-Nanos3* or *pGL3-Tbx3* plasmids were cotransfected into 46C mouse ESCs with *PB-Rhox6* and Renilla-luciferase plasmids. After 48 h, luciferase activity was detected using the TransDetect Double-Luciferase Reporter Assay Kit (FR201, TransGen Biotech, China).

### PGCLC induction

First, 46C ESCs (3 × 10^5^) were seeded in plates coated with fibronectin (16.7 μl/ml, F1141-5MG, Sigma) and cultured in serum-free N2B27 medium with 20 ng/ml Activin A (C678, Novoprotein, China), 12 ng/ml bFGF (C044, Novoprotein, China) and 1% KSR (10828028, Invitrogen) to induce EpiLCs. Two days later, 2 × 10^5^ EpiLCs were exposed to PGCLC-inductive medium containing BMP4 (500 ng/ml, 315-27-10, Peprotech), LIF (1000 U/ml, Millipore), SCF (100 ng/ml, AF-250-03, Peprotech), EGF (50 ng/ml, AF-10015, Peprotech), 15% KSR and GMEM medium for 4 days to induce PGCLCs.

### Statistical analysis

The number of biological replicates is stated in each legend. All data are reported as the mean ± SD. Data were visualized with GraphPad Prism 8. Two paired Student’s t test or one-way ANOVA with Sidak’s multiple comparisons test was used to determine the significance of differences in the following comparisons. p < 0.05 indicated statistical significance.

### Supplementary Information

**Additional file 1: Figure S1.** Analysis of the expression of endogenous *Rhox6* in *Rhox6-*overexpressing and *Rhox6*-knockdown mESCs. Related to Fig. 1. **Figure S2.** Effect of *Rhox6* knockout on mouse PGCLC specification and ESC maintenance. Related to Figs. 1 and 4. **Figure S3.** Overexpression of *Rhox6* has little effect on the self-renewal of mESCs. Related to Fig. 4. **Figure S4.** Effect of *Nanos3* knockdown on the self-renewal of mESCs. Related to Fig. 5. **Figure S5.** Analysis of DEGs regulated by *Rhox6* knockdown. Related to Fig. 5. **Figure S6.** Overexpression of *Lefty1* fails to maintain the undifferentiated state of mESCs. Related to Fig. 5. **Figure S7.** *Tbx3* has little impact on PGCLC specification. Related to Fig. 6. **Table S1.** List of primers used for gene overexpression. Related to Experimental procedures. **Table S2.** List of shRNA sequence used for gene knockdown. Related to Experimental procedures. **Table S3.** List of primers used for qRT-PCR analysis. Related to Experimental procedures. **Table S4.** List of primers used for ChIP-qRT-PCR analysis of *Nanos3*. Related to Experimental procedures. **Table S5.** List of primers used for ChIP-qRT-PCR analysis of *Tbx3*. Related to Experimental procedures.

## Data Availability

The datasets used and/or analyzed during the current study are available from the corresponding author on reasonable request. Our transcriptome sequencing data has been deposited in the GEO database with the accession number GSE222172.

## Abbreviations

mESCs: Mouse embryonic stem cells
PGCLCs: Primordial germ cell-like cells
EpiLCs: Epiblast like cells
Rhox6: Reproductive homeobox 6
Nanos3: Nanos homolog 3
Tbx3: T-box 3
PB: PiggyBac
Dox: Doxcycline
qRT-PCR: Quantitative real time PCR

# Supplementary material for: Rhox6 regulates the expression of distinct target genes to mediate mouse PGCLC formation and ESC self-renewal
**Source:** Cell Biosci. 2023 Aug 8;13:145. doi: 10.1186/s13578-023-01096-2
**Supplement:** Supplementary file 1 — Additional file 1: Figure S1. Analysis of the expression of endogenous Rhox6 in Rhox6-overexpressing and Rhox6-knockdown mESCs. Related to Fig. 1. Figure S2. Effect of Rhox6 knockout on mouse PGCLC specification and ESC maintenance. Related to Figs. 1 and 4. Figure S3. Overexpression of Rhox6 has little effect on the self-renewal of mESCs. Related to Fig. 4. Figure S4. Effect of Nanos3 knockdown on the self-renewal of mESCs. Related to Fig. 5. Figure S5. Analysis of DEGs regulated by Rhox6 knockdown. Related to Fig. 5. Figure S6. Overexpression of Lefty1 fails to maintain the undifferentiated state of mESCs. Related to Fig. 5. Figure S7. Tbx3 has little impact on PGCLC specification. Related to Fig. 6. Table S1. List of primers used for gene overexpression. Related to Experimental procedures. Table S2. List of shRNA sequence used for gene knockdown. Related to Experimental procedures. Table S3. List of primers used for qRT-PCR analysis. Related to Experimental procedures. Table S4. List of primers used for ChIP-qRT-PCR analysis of Nanos3. Related to Experimental procedures. Table S5. List of primers used for ChIP-qRT-PCR analysis of Tbx3. Related to Experimental procedures.

Additional file 1

Figure S1

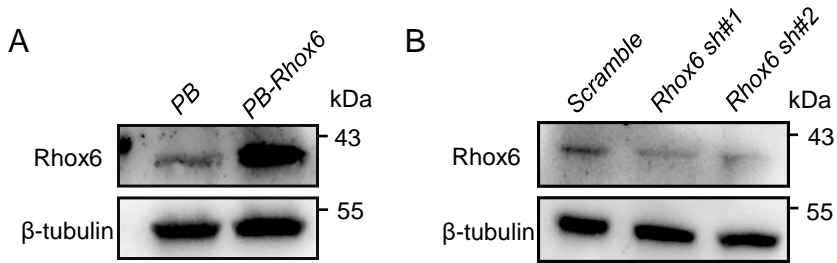

Figure S1. Analysis of the expression of endogenous *Rhox6* in *Rhox6*-overexpressing and *Rhox6*-knockdown mESCs. Related to Figure 1.

(A) Western blot analysis of *Rhox6* expression in mESCs transfected with *PB* or *PB-Rhox6*.

(B) Western blot analysis of *Rhox6* expression in mESCs infected with *scramble* or *Rhox6 shRNA* lentivirus.

Figure S2

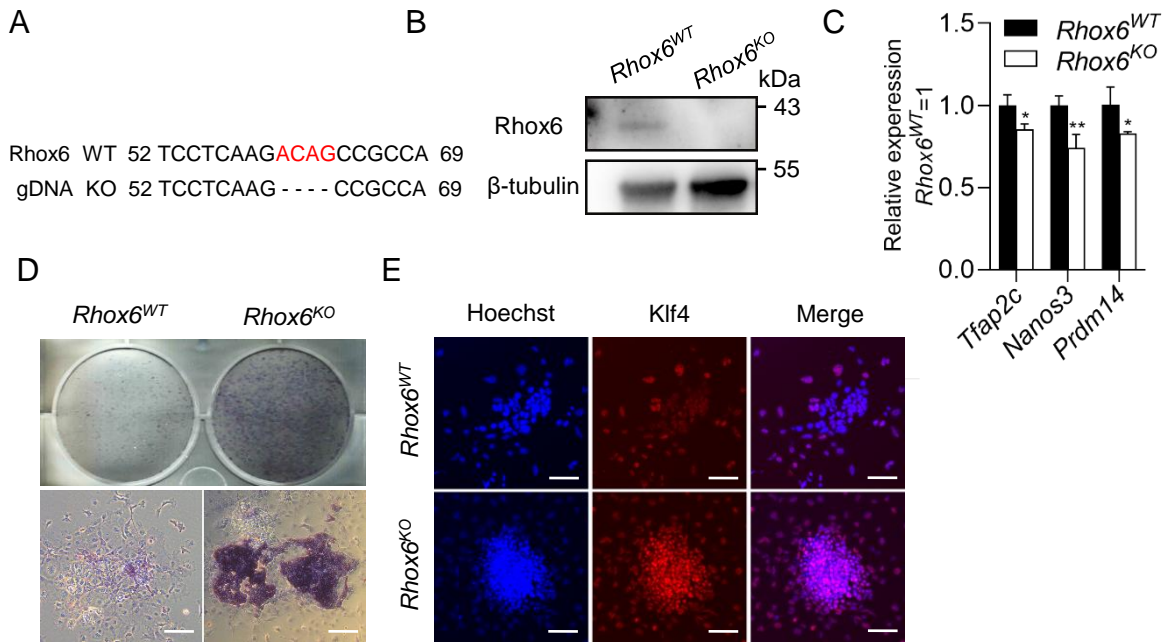

Figure S2. Effect of *Rhox6* knockout on mouse PGCLC specification and ESCs. Related to Figure 1 and 4.

- (A) Disruption of mouse *Rhox6* by CRISPR/Cas9 was verified by sequencing of genomic DNA. The knockout (KO) DNA sequence is indicated in red.
- (B) Western blot analysis of the protein levels of *Rhox6* in *Rhox6*^{WT} and *Rhox6*^{KO} mESCs. WT, wild type.
- (C) qRT-PCR analysis of the expression of PGC markers in *Rhox6*^{WT} and *Rhox6*^{KO} PGCLCs. The data are presented as the mean $\pm$ SD (N = 3 biological replicates). *P < 0.05, **P < 0.01 versus *Rhox6*^{WT}, as determined by Student's t test.
- (D) AP staining of *Rhox6*^{WT} and *Rhox6*^{KO} mESCs seeded in serum-containing medium without LIF for 7 days. Scale bars: 100 μ m.
- (E) Immunostaining of Klf4 in *Rhox6*^{WT} and *Rhox6*^{KO} mESCs in the absence of LIF for 7 days. Scale bars: 100 μ m.

Figure S3

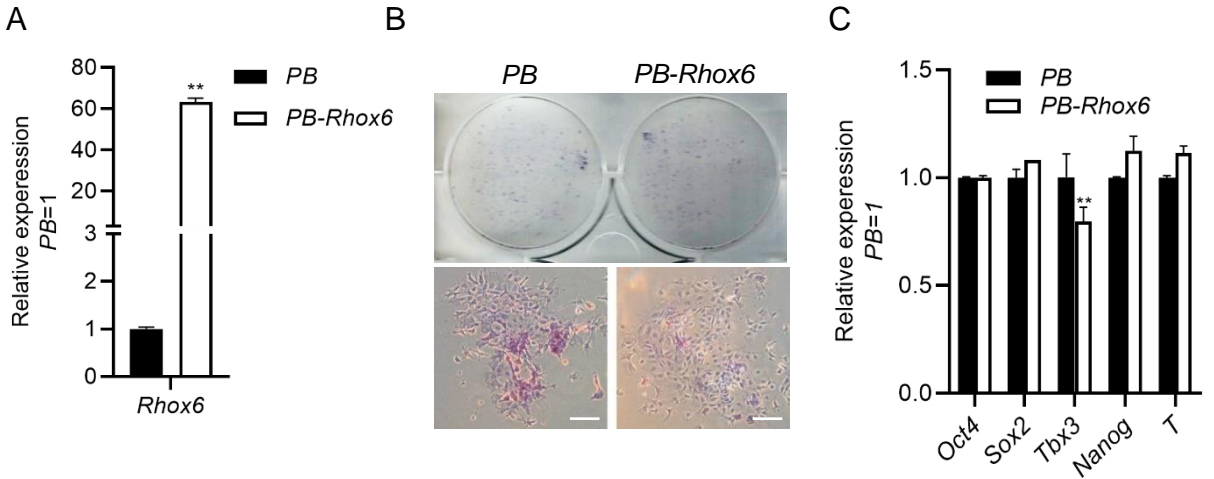

Figure S3. Overexpression of *Rhox6* has little effect on the self-renewal of mESCs. Related to Figure 4.

- (A) qRT-PCR analysis of *Rhox6* expression in mESCs transfected with *PB* or *PB-Rhox6*. The data are presented as the mean $\pm$ SD (N = 3 biological replicates). **P < 0.01 versus *PB*, as determined by Student's t test.
- (B) AP staining of *PB* and *PB-Rhox6* mESCs cultured in serum-containing medium in the absence of LIF for 7 days. Scale bar, 100 μ M.
- (C) qRT-PCR analysis of the gene expression of *Oct4*, *Sox2*, *Tbx3*, *Nanog* and *T* in *PB* and *PB-Rhox6* mESCs treated without LIF for 7 days. The data are presented as the mean $\pm$ SD (N = 3 biological replicates). **P < 0.01 versus *PB*, as determined by Student's t test.

Figure S4

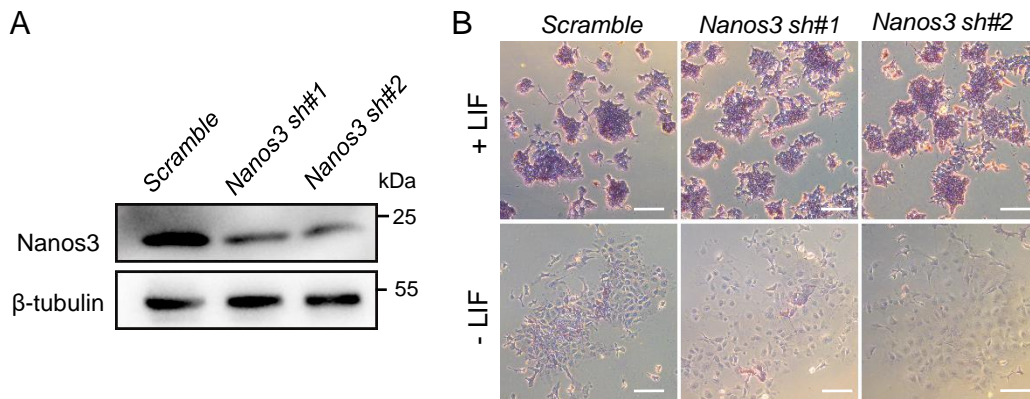

Figure S4. Effect of *Nanos3* knockdown on the self-renewal of mESCs. Related to Figure 5.

- (A) Western blot analysis of the expression of *Nanos3* in *scramble* and *Nanos3* shRNA mESCs.
- (B) AP staining of *PB* or *Nanos3* shRNA mESCs grown in serum-containing medium in the absence or presence of LIF for 7 days. Scale bar, 100 μM.

Figure S5

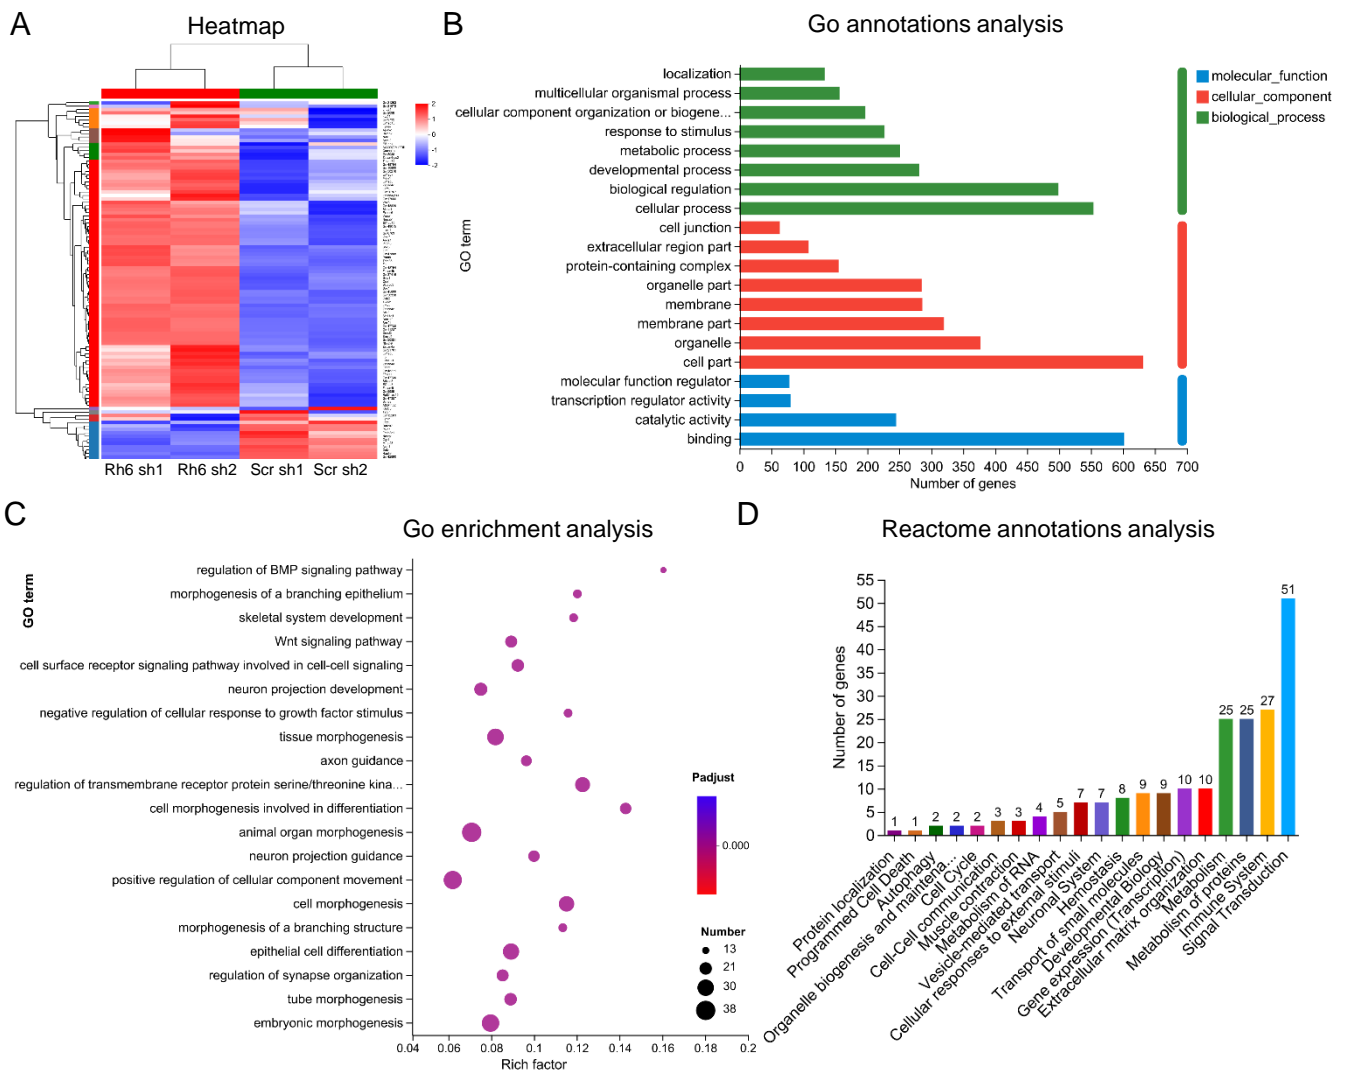

Figure S5. Analysis of DEGs regulated by *Rhox6* knockdown. Related to Figure 5.

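In the listed genes, the *Rhox6* shRNA libraries stood apart from the *scramble* libraries by more than the libraries of a group stood apart from each other. Both *Rhox6* shRNA libraries were above both *scramble* libraries for 498 genes and below both for 407, and the groups overlapped for 15. For genes without a difference, chance separates the groups in 33.3% of cases, but these genes had been selected on the same libraries. The median absolute log2 difference was 0.135 between the *scramble* libraries, 0.127 between the *Rhox6* shRNA libraries and 0.978 between the group means. Of all 920 listed genes, 504 had a higher and 416 a lower mean level in *Rhox6* shRNA cells. Of the 28 listed genes with a mean level above 100 in either group, 19 were higher and 9 were lower, and of the 244 listed genes above 10, 155 were higher and 89 were lower. For 94 genes (10.2%) both mean levels were below 1. For 2 genes, named here because of this result, the mean levels ran against the direction in the authors' deposited table. *Tmem132d*, with a log2 fold change of 1.24 in the authors' deposited table, was at 1.34 ± 0.86 in *scramble* and 1.25 ± 0.22 in *Rhox6* shRNA cells (SD, n = 2 each). *Il12rb1*, with a log2 fold change of −1.74 in the authors' deposited table, was at 0.66 and 0.79 in the *scramble* libraries and at 0.22 and 1.39 in the *Rhox6* shRNA libraries.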

(A) Heatmap showing the expression of DEGs regulated by *Rhox6* downregulation in 46C mESCs.

(B) GO annotation analysis of DEGs regulated by *Rhox6* knockdown.

(C) GO enrichment analysis of DEGs regulated by *Rhox6* knockdown.

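The listed neuroectoderm genes were higher in *Rhox6* shRNA mESCs, and *Gata6*, *Dab2* and *Cubn*, which are expressed in primitive endoderm, were lower. Of 19 neuroectoderm genes, 6 were listed, and all 6 rose (Fisher's exact adjusted p = 0.133 for the split). Their levels were low. Beside *Pax6* and *Meis1*, *Sox1*, an early neural transcription factor, rose from 0.54 ± 0.085 to 1.76 ± 0.085, *Meis2* from 0.61 ± 0.25 to 2.72 ± 0.099, and the cell adhesion gene *Ncam1* from 2.78 ± 0.27 to 8.62 ± 0.14 (SD, n = 2 each). *Nrcam* rose by a log2 difference of 1.05. *Cubn*, an endocytic receptor of the visceral endoderm, fell from 8.15 ± 0.049 to 1.35 ± 0.064, *Dab2*, an endocytic adaptor, from 18.3 ± 0.78 to 4.71 ± 0.40, and *Gata6*, which specifies primitive endoderm, from 2.32 ± 0.41 to 0.87 ± 0.057 (SD, n = 2 each).
Other lineages had few listed genes. Of 11 symbols for primed epiblast genes, which name *Pou3f1* as *Oct6* too, 3 were listed. *Dnmt3b*, a de novo DNA methyltransferase, fell from 192 ± 14.1 to 92.4 ± 0.53, while *Sox3* rose from 1.41 ± 0.17 to 4.09 ± 0.70 and *Cdh2* from 1.34 ± 0.064 to 4.0 ± 0.21 (SD, n = 2 each) (Fisher's exact adjusted p = 1 for the split). Of 19 mesendoderm genes, *Gata6* fell and *Evx1* and *Kdr* rose (Fisher's exact adjusted p = 1 for the split). *Evx1* and *Kdr* rose by 0.67 and 0.36 on the log2(level + 1) scale, from mean levels of 0.065 and 0.125 in *scramble* cells. Without *scramble* replicate 1, the log2 difference of *Kdr* was 0.31, with a limma adjusted p of 0.0589. Of 16 trophoblast genes, the keratins *Krt18* and *Krt19* fell by 1.12 and 1.52 on the log2 scale, and *Gata3* rose by a log2 difference of 0.81 from levels of 0.02 and 0 in the *scramble* libraries (adjusted p = 0.867 for the split). Of 15 genes of primordial germ cells, *Prdm14* rose and the meiotic gene *Sycp3* fell from 36.2 ± 2.9 to 16.6 ± 3.0 (SD, n = 2 each). None of the 19 lists tested had a split with an adjusted p under 0.05, which a single list of 6 listed members cannot reach. The groups of genes are limited to those the authors had called, so how often other members changed by less is not known here.

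**Figure D2:**
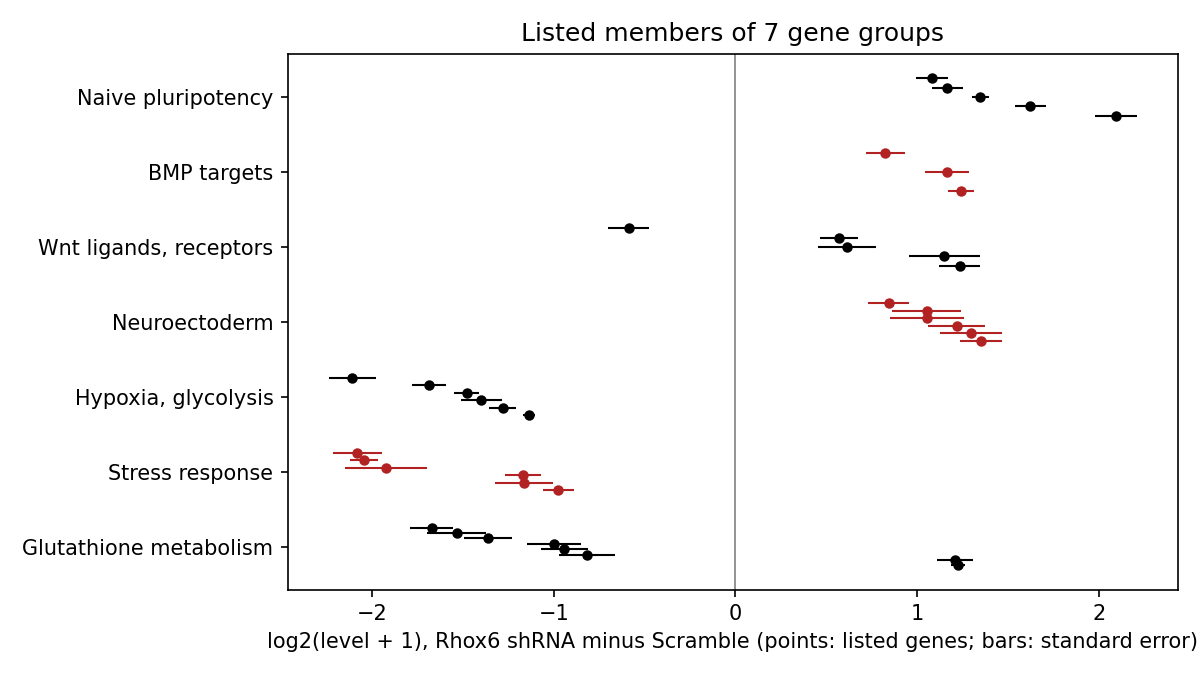
Difference of log2(level + 1), *Rhox6* shRNA minus *scramble* (horizontal axis), for the listed members of 7 gene groups (vertical axis), with 1 point per gene and bars for the standard error from limma. All points of the naive pluripotency, BMP target and neuroectoderm groups lie to the right of 0, and all points of the hypoxia and stress response groups lie to its left.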

(D) Reactome annotation analysis of DEGs regulated by *Rhox6* knockdown.

Figure S6

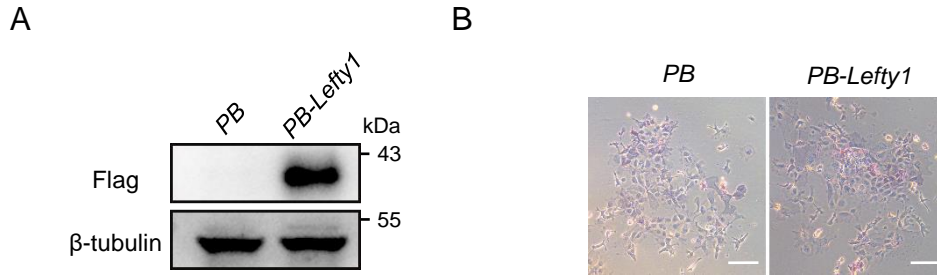

Figure S6. Overexpression of *Lefty1* fails to maintain the undifferentiated state of mESCs. Related to Figure 5.

- (A) Western blot analysis of the expression of Flag in mESCs transfected with or without flag-tagged *Lefty1* (*PB-Lefty1*)
- (B) AP staining of *PB* or *PB-Lefty1* mESCs grown in serum-containing medium without LIF for 7 days. Scale bar, 100 μ M.

Figure S7

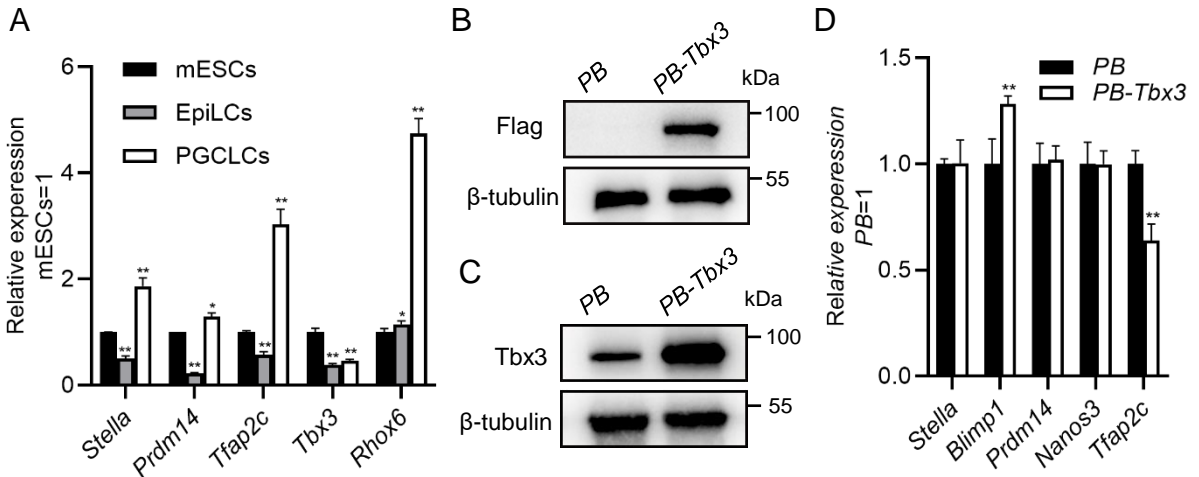

Figure S7. *Tbx3* has little impact on PGCLC specification. Related to Figure 6.

- (A) qRT-PCR analysis of the expression of *Tbx3*, *Rhox6* and the PGC marker genes *Stella*, *Prdm14* and *Tfap2c* in mESCs, EpiLCs and PGCLCs. The data are presented as the mean $\pm$ SD (N = 3 biological replicates). *P<0.05, **P<0.01 versus mESCs, as determined by one-way ANOVA with Sidak's multiple comparisons test.
- (B) Western blot analysis of the expression level of Flag in 46C mESCs transfected with *PB* or *PB-Tbx3*.
- (C) Western blot analysis of the expression level of Tbx3 in 46C mESCs transfected with *PB* or *PB-Tbx3*.
- (D) qRT-PCR analysis of the expression of PGC marker genes in *PB* and *PB-Tbx3* PGCLCs. The data are presented as the mean $\pm$ SD (N = 3 biological replicates). **P< 0.01 versus *PB*, as determined by Student's t test.

Table S1. List of primers used for gene overexpression.
Related to Experimental procedures.

Symbol	Forward sequence (5'-3')	Reverse sequence (5'-3')
<i>Rhox9</i>	ATGGAGACTCCTCAAGACAGCCG	TCAGGGAGAGTTGTTCTCTGTAATC
<i>Rhox6</i>	ATGGAAACTCCTCAAGACAGCCG	TCAGGGAGAGTCGCTCTGGGG
<i>Nanos3</i>	ATGGGGACTTTCAATCTTTGGACAG	CTAGGCCGTAGTGGAGGGACAGCAG
<i>Tbx3</i>	ATGAGCCTCTCCATGAGAGATCCGG	TTAAGGGGACCCGCTGCAAGACCTG
<i>Lefty1</i>	ATGCCATTCCTGTGGCTCTGCT	CTATGGCTGCAGCCTCCTGGGTATG

Table S2. List of shRNA sequence used for gene knockdown.
Related to Experimental procedures.

Symbol	Forward sequence (5'-3')
<i>Rhox6 sh#1</i>	CCAGTCCTGATAGCATCAGAA
<i>Rhox6 sh#2</i>	GAAACAGGAGAGTGCTGATGT
<i>Nanos3 sh#1</i>	GCTGGAGACTGGACCTTGCTT
<i>Nanos3 sh#2</i>	CAGCTCCTGAACGCTTATGTT
<i>Tbx3 sh#1</i>	GCGAATGTTCCCTCCGTTTAA
<i>Tbx3 sh#2</i>	GAAACAGAATTCATCGCCGTT

Table S3. List of primers used for qRT-PCR analysis.
Related to Experimental procedures.

Symbol	Forward sequence (5'-3')	Reverse sequence (5'-3')
<i>Rpl19</i>	GACGGAAGGGCAGGCATATG	TGTGGATGTGCTCCATGAGG
<i>Stella</i>	GTCGGTGCTGAAAGACCCTA	TCCCGTTCAAACCTCATTTC
<i>Blimp1</i>	AGCATGACCTGACATTGACACC	CTCAACACTCTCATGTAAGAGGC
<i>Nanos3</i>	CACTACGGCCTAGGAGCTTGG	TGATCGCTGACAAGACTGTGG
<i>Tfap2c</i>	GGGCTTTTCTCTCTTGGCTGGT	TCCACACGTCACCCACACAA
<i>Prdm14</i>	AAGCCTTTGCATCTCATGCT	AGGAAGCCTTTCCACAAAT
<i>Rhox1</i>	CTTCTTTTCCAGCGCACTCA	TTGGCTTCACACACACACAG
<i>Rhox2a</i>	AATGTAAAGCGTGTGTCCGG	GCTCTTGTAGTTGCAGCACA
<i>Rhox4a</i>	GGCCTAAGTCAGTGTGGGTA	TCTTTCCTCTGCACGGATGA
<i>Rhox5</i>	AGAAGAAACAGGAGGAGGGC	ATCTCACTCCACGACAAGCA
<i>Rhox6</i>	AGAGGCAGCCAGTCCTGATA	CTGGGGTAGCGAGTCTCTT
<i>Rhox7a</i>	AAGGAAAACAGCTGGCAAGG	CTTCAGAGAGGTGGAGTGGG
<i>Rhox8</i>	TACCAAGTTCCAGCTCCAGG	ACACCTATCCATCTCGCGAG
<i>Rhox9</i>	GCTGGGAACCTATCTGGCTCA	CTGTAATCGGTGGCAGTTCG
<i>Rhox10</i>	AATGCAAGGTGAAGGCTTGG	CAAGATGTTGCTGGCACACA
<i>Oct4</i>	AGAGGGAACCTCCTCTGAGC	TTCATGTCCTGGGACTCCTC
<i>Sox2</i>	CACAACTCGGAGATCAGCAA	CTCCGGGAAGCGTGACTTA
<i>Nanog</i>	GTCTGATTGAGGGCTCAGCA	AAGGCTTCCAGATGCGTTCA
<i>Klf4</i>	CCAAAGAGGGGAAGAAGGTC	CTGTGTGAGTTCGCAGGTGT
<i>Esrrb</i>	TACCTGAACCTGCCGATTTC	ATCTGGTCCCCAAGTGTCAG
<i>Sox17</i>	TAAAGGTGAAAGGCGAGGTG	CTTAGCTCTGCGTTGTGCAG

Symbol	Forward sequence (5'-3')	Reverse sequence (5'-3')
<i>Gata4</i>	TCTCACTATGGGCACAGCAG	GGGACAGCTTCAGAGCAGAC
<i>T</i>	CCCTGCACATTACACACCAC	CCCCTTCATACATCGGAGAA
<i>Elf5</i>	GGACCGATCTGTTCAAGCAAT	GCTGCCTCAATGAACTCCTC
<i>Cdx2</i>	AAGACAAATACCGGGTGGTG	CCAGCTCACTTTTCCTCCTG
<i>Mixl1</i>	TTGAATTGAACCCTGTTGTCCC	GAAACCCGTTCTCCCATCCACC
<i>Tbx3</i>	CAGCTCACACTGCAGTCCAT	GAGACAGCAGGAGAGGATGC
<i>Lefty1</i>	AGCTCAAGGCAATTGTGACC	TCATCTCTGAGGCGACACAC
<i>Id3</i>	TTAGCCAGGTGGAAATCCTG	TCAGTGGCAAAAGCTCCTCT
<i>Fzd1</i>	ATCGTCATCGCCTGCTACTT	AGACGGTAGTCTCCCCCTGT
<i>Fgf2</i>	GGCTGCTGGCTTCTAAGTGT	TATGGCCTTCTGTCCAGGTC
<i>Pax6</i>	AGTGAATGGGCGGAGTTATG	ACTTGGACGGGAACTGACAC
<i>Fzd10</i>	CAAGACACCTGACTGCCTGA	TTCCCAAGGTGAGGTTTTTG
<i>Bmi1</i>	CCAGGGCTTTTCAAAAATGA	GCATCACAGTCATTGCTGCT
<i>Wnt6</i>	CTTCGGGGATGAGAAGTCAA	AAAGCCCATGGCACTTACAC
<i>Meis1</i>	AAGGTGATGGCTTGGACAAC	ACGCTTTTTTGTGACGCTTTT
<i>Id4</i>	ACTCACCTGCTTTGCTGAG	AGAATGCTGTCACCCTGCTT
<i>Fzd6</i>	TGTTGGGCTGTCTCTCCTCT	TCTCCCAGGTGATCCTGTTC
<i>Mapk13</i>	CATTGGGCTTCTGGATGTCT	CCCAAAGTCCAGGATCTTCA
<i>Fgfr3</i>	ACCGAGTCTACACCCACCAG	TGAGGATGCGGTCTAAATCC
<i>Wnt9a</i>	TGCTTTCCTCTACGCCATCT	CCCAGGAACTCCTTGACAAA

Table S4. List of primers used for ChIP-qRT-PCR analysis of *Nanos3*.
Related to Experimental procedures.

Location from UCSC	Forward sequence (5'-3')	Reverse sequence (5'-3')
-2000~-1750	TAAATTGGGAGACTCTGGGG	AAGAGCCTTCAAGCACAGGA
-1800~-1550	ACCTGCTGGGGTATGCCAGT	ACAAGGAGGACCCTGTAAAA
-1600~-1350	CTGCCATGTTCTCGCAGCAT	TGAGTTCCAGGACAGCCAGG
-1400~-1150	GGTTTTTTAAGGCAGGGTTT	ACAATTACAGGCAGGGGCAG
-1200~-950	CCACTCTGGAGACTCCTAGG	GGGAGGGCAGTCCAGCTCCT
-1000~-750	ACTCTGCCCCAACCTTGAA	ACAAGTGGGTCTCAAAGCTC
-800~-550	TCCAGGACATGAAAGTCTGT	CCTGGCTGTCCTGGAAGTCA
-600~-350	TCTGAGTTCAAGGCCAGCCT	GGCAGGGGGTGGGAGGTGGG
-400~-150	AGAGAAAGAACTCAAGGCC	CATGTGGCCTTGAGTTTCTT
-200~+1	TCAGTCTGCATCTGGCTACT	AGAAACCCAACCTGGCTCCA

Table S5. List of primers used for ChIP-qRT-PCR analysis of *Tbx3*.
Related to Experimental procedures.

Location from UCSC	Forward sequence (5'-3')	Reverse sequence (5'-3')
-2000~-1750	GGCCAGATTATTTGCATGCA	CCAGAGCCGCCCTAGAACCC
-1800~-1550	ATTAACCGGCCAATGTCGGT	GAGAAAGAGGGAGAGAAACG
-1600~-1350	AGCCACCGCCTTTGGTACCA	TAGGGCAGAACATTTGAGGC
-1400~-1150	ATCAAAACACGTAAGACTGG	AAGACCTTTGCTTGAAAGG
-1200~-950	TAGGCCCGGAAACCCAGCCT	TTACCCCAGATGTCGGGAGA
-1000~-750	CTCCCCACCCTAGGATGAGC	CACCTCCGGGCCAGCTCGGT
-800~-550	CAGCTCTCCAAGCCCAGAGC	CCTGGCCCAGTCTACGCTCG
-600~-350	AATACATTTTTTAAAAAAA	CGCCCGGGTGCTTCGGATTC
-400~-150	ATTGGTGGGATCCCCTGCGC	CTACAGTTCAAGCCCGCGGC
-200~+1	GAAGAAGCTGCAGATCCGCA	GTCTGAAAGGCCTCAGCCAT

How the deposited data were processed for this re-analysis (not part of the article)

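RNA-seq libraries of 46C mESCs were analysed, 2 infected with *scramble* and 2 with *Rhox6* shRNA lentivirus, collected after 24 h in serum-containing medium according to the sample labels. The libraries were grouped by these labels. Whether the libraries of a group came from separate cultures is not stated, and whether both *Rhox6* shRNA libraries carried sh#1 is not settled, as described above.

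The authors processed the reads and deposited a table of 920 genes. For each gene and library it holds a normalized signal, called the expression level here, in a unit the authors do not name. The levels have 2 decimals, TPM and FPKM are both possible, and the depth per library is unknown. The authors' deposited table also gives their mean level per group, their fold change (a ratio of *Rhox6* shRNA over *scramble*), its log2 value, a p-value and an adjusted p-value. The authors' test is not named in the text of the paper. Its statistics paragraph names t tests and ANOVA, with significance at p < 0.05, for the paper as a whole. Fig. 5A draws lines at a log2 fold change of 1 in each direction. For 844 of the 919 genes with a p above 0, the authors' p-value and adjusted p-value give a rank within 0.01 of a whole number if 16200 genes were tested, which is the Benjamini-Hochberg form. The gene with the largest adjusted p then had rank 5190, so about 4270 genes with an adjusted p below 0.05 are not listed. The median difference between the log2 ratio of the mean levels and the authors' log2 fold change was 0.058 over 198 genes above a level of 5 in both groups. For 17 of the 919 genes with a finite ratio of levels, this ratio and the authors' fold change were more than 2-fold apart, among them *Fgf2*, *Lims2* and *Ccdc38*. For 78 listed genes the mean levels were less than 2-fold apart. The submitters' processing notes name Bowtie 0.12.2 and mm9, and the counter and the annotation are not given in the sources used here.

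From these levels, log2(level + 1) was computed and the groups were compared with limma 3.58.1 in R 4.3.3, with a trend of the variance over the level and Benjamini-Hochberg adjustment over the 920 genes. The threshold was an adjusted p under 0.05 with an absolute log2 difference of at least 1. Without read counts a test of counts could not be made, and without the genes that were not called neither a normalization over all genes nor an enrichment test was possible. The fit on the listed genes was set for this case before the data were examined, as were the gene lists, the alternatives and the rule for named genes. The genes were chosen by the authors for their difference between these libraries, so their p-values are smaller than those of genes taken without such a choice. In a simulation of levels of the same 920 genes, a call needed only an adjusted p under 0.05 in the right direction. The log2 limit was not applied there, so the calls do not measure the power of the full threshold. By this rule, limma called 66% of the genes changed by a log2 value of 1 and 80% of those changed by 2. Of those with a base level of 5 or more, it called 24 of 28 and 30 of 32. It called 5 of the 720 unchanged genes.

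For each gene list, the listed members that were higher and lower were counted, and the split was compared with the other listed genes by a two-sided Fisher's exact test, adjusted over the 19 lists with at least 3 listed members. In simulations with lists of the sizes tested here, a single list of 6 listed members that were all lower had p under 0.05 before adjustment in 100 of 100 draws and after adjustment over the 19 lists in 0 of 100, so the adjusted test had no power for such a list alone, and random lists passed it in 0 of 100. Before adjustment, lists of 12 members that were all lower had p under 0.05 in 100 of 100 draws, and random lists of 12 in 6 of 100. For lists that are all lower, the p before adjustment follows from the list size and the numbers of higher and lower genes. Their 100 of 100 was therefore fixed whichever members were drawn. The lists cover pluripotency signaling (Fig. 5C), naive and core pluripotency, primed epiblast, mesendoderm, primitive endoderm, neuroectoderm, trophoblast, primordial germ cells, the Rhox family, the 2-cell-like state, Wnt ligands and receptors, Wnt targets, BMP targets, Nodal and TGF-β, LIF and STAT3 targets, FGF and ERK targets, p53 targets, interferon response, hypoxia and glycolysis, integrated stress response, glutathione metabolism, fibroblasts, imprinted genes, actin and adhesion genes, and the genes the paper measured by qRT-PCR. List sizes count symbols, and some lists hold an older and a newer symbol of the same gene. These are *Ctgf* with *Ccn2* and *Cyr61* with *Ccn1* (actin and adhesion), *Oct6* with *Pou3f1* (primed epiblast) and *Duxf3* with *Dux* (2-cell-like state). Splits by biotype, by predicted gene names and by the X chromosome were tested in the same way and adjusted over 5 classes. Gene places and biotypes were taken from GENCODE M21 (GRCm38), which matched 919 of the 920 gene IDs. No coordinates were converted from mm9.

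Named genes were every gene in the paper's text or Table S3 that was listed, the 10 largest rises and the 10 largest falls past the threshold with separate libraries and a mean level of at least 1 in the higher group, the 5 higher and 5 lower genes with the smallest adjusted p, and up to 4 members of each list. Genes outside this rule were named where a list had few listed members or where the text says so, after their values were seen. The shRNA targets of Table S2 were searched in the transcripts with up to 3 mismatches, and the seed of the sh#1 guide (positions 2 to 8) was searched in 3' UTRs. Python 3.11.15, SciPy 1.17.1, pandas 2.3.3 and NumPy 2.4.6 were used. The alternatives were pseudocounts of 0.1 and 5, filters on low levels, scaling to equal sums of the listed genes, a replicate block, other thresholds, the authors' own adjusted p, a 6-base seed and leaving out each library in turn.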

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

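The tests of the scaling of the libraries, of the low levels of noncoding genes and of the GC content of 12 genes, and the pooling of 2 lists and of all noncoding genes, were chosen after the results they concern had been seen.

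*Prdm14* and *Rhox5* were measured by the paper in other experiments but are not among the genes it discusses for these libraries. In PGCLCs, the paper found less *Prdm14* after *Rhox6* knockdown (Fig. 1I) and more with *Rhox6* overexpression (Fig. 1F). The levels given here come from mESCs, a different cell state, and *Prdm14* ran the other way from those PGCLC results. The paper also measured PGC marker genes by qRT-PCR in mESCs, with *Rhox6* shRNA (Fig. 2C) or induced *Rhox6* (Fig. 2B). Those mESC values were not compared here, so whether cell state explains the difference is not settled. *Prdm14*, a regulator of naive pluripotency and of germ cells, was at 3.7 and 4.39 in the *scramble* libraries and at 19.77 and 21.26 in the *Rhox6* shRNA libraries (log2 difference 2.09, standard error 0.12, limma adjusted p = 0.000198). *Rhox5* was the one gene of the 27 of the Rhox family list that was listed. It was at 37.59 and 43.26 in the *scramble* libraries and at 18.85 and 18.4 in the *Rhox6* shRNA libraries (log2 difference −1.07, standard error 0.094, limma adjusted p = 0.000539).

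*Rhox6* itself, the target of the knockdown, is not among the 920 listed genes. Reads identical to its paralog *Rhox9* do not account for this as a whole. Of 961 windows of 50 bases of the *Rhox6* transcript, 16.55% were found without a mismatch in a *Rhox9* transcript. Windows with mismatches were not counted, so reads that align to both genes with mismatches stay open. An shRNA without a target in the annotated transcript is also argued against, since sh#1 has 1 exact match in it. A change of less than 2-fold, a level too low to test and the authors' annotation stay open, because the authors' genes that were not called were not analysed here. By the paper's own qRT-PCR, *Rhox6* transcripts were lower by approximately 70–80% after infection with *Rhox6* shRNA lentivirus (Fig. 1H).

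Genes of 2 lists outside the paper's discussion, hypoxia with glycolysis and the integrated stress response, were lower in *Rhox6* shRNA cells for all 12 listed members, although neither list's split passed adjustment over the 19 lists. A scaling factor between the libraries does not account for this as a whole. A factor that lowered these genes by their median log2 ratio of −1.627 would have lowered unchanged genes alike, while 416 of the 16200 genes implied by the authors' adjustment (2.57%) are listed as lower and 504 as higher. A smaller part of the change, such as the 0.31 by which the sums of the listed genes differ on the log2 scale, stays open. The GC content of the transcripts does not account for the pattern as a whole either. Their median GC content was 50.8%, and from the percent of lower genes in their GC deciles 5.85 of the 12 (standard error 0.57) would be lower, close to the 49.4% of all listed protein-coding genes. A culture state that varies from dish to dish, such as density or medium, cannot be told apart from the knockdown. The larger median difference between replicates was 0.06 of the median difference between the groups, but the separate culture of the replicates is not stated, and the direct effect of *Rhox6* knockdown on these genes was not tested.

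Listed genes that do not encode proteins were mostly higher in *Rhox6* shRNA cells. Of the lncRNAs, 74 were higher and 19 were lower (79.6% higher against 51.9% of the other listed genes, Fisher's exact adjusted p = 4.26e-07), and of the pseudogenes 25 and 7 (adjusted p = 0.00812, or 0.139 among genes with an adjusted p under 0.001, of which 11 were higher and 1 was lower). Of the predicted genes with Gm or Rik names, 103 were higher and 27 were lower (adjusted p = 1.44e-09). This class was set by name alone, so it also holds protein-coding genes and overlaps the lncRNAs and pseudogenes. Its split is not a separate result. Protein-coding genes were divided into 400 higher and 391 lower (adjusted p = 1.28e-09 against the others). Reads of overlapping protein-coding genes that were listed as higher do not account for this as a whole, since 8 of the 102 higher noncoding genes (7.8%) overlapped one. Overlap with genes that are not listed, and reads running on from adjacent genes, were not counted. Their low levels do not either, since above the median level 85.9% of the noncoding genes were higher, against 51.8% of the protein-coding genes (Fisher's exact p = 1.14e-07). Genomic DNA or unspliced RNA in the libraries, reads shared between pseudogenes and their parent genes, and an effect of the knockdown stay open and were not tested.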

How the results depend on the processing

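No test in this part was chosen after its result had been seen. The number of listed genes past the threshold depended on the processing. The genes chosen by the rule for named genes kept their direction under the alternatives that were run for them. With a pseudocount of 1, 283 genes were higher and 157 lower past the threshold. The counts were 473 and 340 with a pseudocount of 0.1, and 91 and 31 with a pseudocount of 5, because a larger pseudocount shrinks the differences of genes with low levels. With the libraries scaled to equal sums of the listed genes they were 146 and 254. This scaling shifts all genes alike, by 0.31 on the log2 scale, and takes the shift from genes selected for their change, so its split says nothing about the direction of the change. Under each of the other alternatives more genes were higher than lower. Without a fold change limit they were 494 and 395, with a log2 limit of 1.5 they were 65 and 32, at an adjusted p under 0.001 they were 177 and 75, and by the authors' adjusted p and fold change 504 and 416. Leaving out 1 library at a time gave 262 to 276 higher and 147 to 175 lower genes, where the lone library of a group is assumed to vary like the other group. It gave 12 to 14 higher and 2 to 3 lower genes of the 17 of Fig. 5C. With either filter on low levels, 9 of these 17 were higher and 1 was lower, as fewer of them were tested. The log2 difference of *Tbx3* was 1.55 to 1.70 when 1 library was left out. For genes with an adjusted p under 0.001, the split of the pseudogenes had an adjusted p of 0.139, with 11 higher and 1 lower. With a 6-base seed of sh#1 the odds ratio was 0.692 (Fisher's exact p = 0.0193), against 0.877 (p = 0.59) with the 7-base seed. No list that missed the threshold for its split passed it under an alternative.

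The replicate numbers did not pair the libraries: the deviations of same-numbered libraries from their group means had a correlation of −0.044 across the 920 genes, which are not independent replicates. With a replicate block, 284 genes were higher and 157 were lower. Tests of counts and scaling by size factors were planned for a table of counts and were not run, and size factors over genes selected for their change would have measured that change. The depth is unknown, so no limit of detection is given for the 94 genes below a level of 1 in both groups.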

Differences from the paper's values

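The alternatives were applied to the qRT-PCR ratios after these had been seen to differ, and no other test in this part was chosen after its result had been seen. The paper gives 504 upregulated and 416 downregulated genes, and the authors' deposited table marks the same numbers. With limma on log2(level + 1), 283 of these were higher and 157 were lower at an adjusted p under 0.05 and an absolute log2 difference of at least 1. The text of the paper states no threshold for these counts in particular, and its statistics paragraph sets significance at p < 0.05 for the paper as a whole. Among the alternatives set before the data were examined, a pseudocount of 0.1 (473 and 340) and no fold change limit (494 and 395) came within 1.5 times of the paper's counts. The pseudocount of 5, the filters on low levels, the scaling to equal sums, the replicate block, the stricter thresholds and leaving out each library did not. The authors' own adjusted p and fold change gave 504 and 416 by construction, as the authors' deposited table lists the genes they had called. The other counts retested only these genes, so none is an independent check of the paper's counts.

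For the 17 genes of Fig. 5C, the ratio of the mean levels ran in the direction of the paper's qRT-PCR with sh#1 in 17 and with sh#2 in 14, as read by eye from Fig. 5D. The size differed by more than 1.5 times, and by more than the spread of the libraries, for 9 genes. The paper's value for *Nanog* is about 1.3 in Fig. 5D, read by eye, and the ratio of levels was 2.56. For *Fzd1* it is about 1.4 in Fig. 5D, against 3.16. For *Fgf2* it is about 1.8 in Fig. 5D, against 11.1. For *Pax6* it is about 2.0 in Fig. 5D, against 6.97. For *Wnt6* it is about 1.5 in Fig. 5D, against 2.52. For *Meis1* it is about 1.6 in Fig. 5D, against 5.68. For *Id4* it is about 1.9 in Fig. 5D, against 3.62. For *Fzd6* it is about 1.1 in Fig. 5D, against 1.71. For *Fgfr3* it is about 0.7 in Fig. 5D, against 0.415. The authors' deposited fold change also differed by more than 1.5 times from the qRT-PCR values for these 9 genes, and for *Klf4* (2.17, about 3.4 in Fig. 5D). It lay nearer to qRT-PCR than the ratio of levels for *Fgf2* (3.23) and *Pax6* (5.41), and slightly nearer for *Nanog*, *Fzd1*, *Wnt6* and *Id4*. It lay further from qRT-PCR for *Fzd6* (2.06), *Meis1* (5.92), *Fgfr3* (0.365) and *Klf4* (2.17, with a ratio of levels of 2.31). The scaling to equal sums and leaving out each library were the alternatives run for these ratios. The scaling brought *Wnt6* (2.03) and *Fzd6* (1.38) within 1.5 times of the paper's values and moved *Klf4* (1.87, about 3.4 in Fig. 5D), *Bmi1* (1.71, about 2.9) and *Mapk13* (0.228, about 0.4) beyond it. Without *Rhox6* shRNA replicate 1, *Wnt6* (2.19), *Fzd6* (1.45) and *Fgfr3* (0.539) came within it, while *Mapk13* (0.239) and *Wnt9a* (0.473, about 0.3 in Fig. 5D) moved beyond it. Without *scramble* replicate 2, *Wnt6* (2.15) came within it, while *Klf4* (2.202) and *Mapk13* (0.253) moved beyond it. For *Fgf2* the difference lay within the spread of the libraries without *scramble* replicate 1 (8.21) and without *Rhox6* shRNA replicate 2 (6.14), and it grew without *scramble* replicate 2 (17.3) and without *Rhox6* shRNA replicate 1 (16.1). *Nanog*, *Fzd1*, *Pax6*, *Meis1* and *Id4* differed under each of these alternatives. Without *scramble* replicate 2, the ratio was 10.7 for *Meis1* and 10.8 for *Pax6*, so these ratios rest on low *scramble* levels and are uncertain in size. The paper names *Nanog*, *Fzd1*, *Meis1*, *Id4* and *Fzd6* as genes whose qRT-PCR did not follow the sequencing.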

Other observations

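The relations with transcript length and GC content were examined after the data had been seen. Genes of glutathione metabolism changed in both directions. Of 32 such genes, 8 were listed, with 2 higher and 6 lower in *Rhox6* shRNA cells (Fisher's exact adjusted p = 0.318 for the split). *Gpx1* and *Gsta3* rose, the latter from a level of 4.3 in both *scramble* libraries to 11.3 ± 0.42 (SD, n = 2). *Gstt1* fell from 9.66 ± 0.39 to 2.35 ± 0.23 and *Ggt1*, which breaks down extracellular glutathione, from 11.8 ± 0.96 to 4.0 ± 0.56 (SD, n = 2 each). Glutathione transferases are a multigene family and may share reads. Of 19 imprinted genes, 5 were listed, with 2 higher and 3 lower (adjusted p = 0.9). *Grb10* rose from 21.3 ± 1.7 to 57.6 ± 1.6 and *Plagl1* from 0.37 ± 0.29 to 2.57 ± 0.028, while *Cdkn1c* fell from 204 ± 11.2 to 100.4 ± 1.2 and *Peg10* from 98.1 ± 0.28 to 43.3 ± 3.0 (SD, n = 2 each). Of 21 symbols for actin and adhesion genes, which name *Ccn1* and *Ccn2* under an older symbol too, 4 were listed and all 4 rose (Fisher's exact adjusted p = 0.311). These were *Ccn1*, *Ccn2*, *Lats2* and *Thbs1*, which are induced through YAP, and *Ccn2* rose from 9.92 ± 0.064 to 22.7 ± 2.6 (SD, n = 2 each).

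Markers of other cells and states were few. Of 20 fibroblast markers, *Vim* and *Twist1* rose and *Col6a2* fell (Fisher's exact adjusted p = 1). The list was set with feeder cells in mind, but the paper's methods describe culture on gelatin and name no feeder cells. *Vim*, at 87.3 ± 8.9 in *scramble* and 186 ± 12.8 in *Rhox6* shRNA cells (SD, n = 2 each), is also expressed in mESCs. The log2 difference of *Col6a2*, −0.39 (standard error 0.10), was −0.40 or −0.38 (standard error 0.14) without *Rhox6* shRNA replicate 1 or 2, with a limma adjusted p of 0.0576 or 0.0667. Of 19 interferon response genes, *Bst2* was listed and fell from 132 ± 1.2 to 31.0 ± 2.6 (SD, n = 2 each). Of 18 genes of the 2-cell-like state, *Zscan4a* was listed and rose by a log2 difference of 0.71 (standard error 0.19), which was 0.77 or 0.65 (standard error 0.27) without *scramble* replicate 1 or 2, with a limma adjusted p of 0.076 or 0.105, and 0.95 or 0.47 without *Rhox6* shRNA replicate 1 or 2. It is one of a family of near-identical genes and its level is uncertain. Of 18 p53 targets, 0 were listed. Of the 28 listed genes on the X chromosome, 18 were higher and 10 were lower (adjusted p = 0.339).

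Of the 41 genes the paper measured by qRT-PCR, 19 were listed, with 15 higher and 4 lower (Fisher's exact adjusted p = 0.133). These 19 include the 17 genes of Fig. 5C, which the paper measured after calling them in these libraries. The split therefore largely repeats theirs and is not independent. *Pou5f1*, *Sox2*, *Esrrb*, *Sox17*, *T*, *Gata4* and *Nanos3*, which the paper measured in knockdown cells in other experiments, were not listed. For all of these but *Nanos3*, the paper describes knockdown cells kept for days without LIF (Fig. 4D). The libraries here were collected after 24 h, and their labels do not name LIF. Only genes past the authors' limits are listed, so absence does not show that a gene was unchanged.

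A hypothesis was that the seed of sh#1 silenced other transcripts. The 7-base site CATCAGA was found in the 3' UTR of 46 of 391 lower genes (11.76%) and of 52 of 394 higher genes (13.2%), so that most lower genes do not hold it. The odds ratio was 0.877 (95% confidence interval 0.56 to 1.37, two-sided Fisher's exact p = 0.59). It was above that of 82.8% of 4177 7-base sequences found about as often. The 6-base site ATCAGA was rarer in the lower genes, in 101 (25.83%) against 132 (33.5%) of the higher genes (odds ratio 0.692, 95% confidence interval 0.502 to 0.952, two-sided Fisher's exact p = 0.0193). The 3' UTRs of the lower genes were shorter, with a median of 884 bases against 1503 in the higher genes, and a shorter UTR holds fewer sites of any sequence. The odds ratio of the 6-base site was above that of 64.8% of 1615 6-base sequences found about as often, so its interval below 1 does not count against the seed. Silencing of some lower genes is left open.

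Listed protein-coding genes that were higher in *Rhox6* shRNA cells had longer transcripts of lower GC content. Across 791 genes, the median GC content of the longest transcript was 49.7% for higher and 54.4% for lower genes (Spearman's rho = −0.298 with the log2 difference), and the median length was 3764.5 and 2935 bases (rho = 0.167). For the length of the 3' UTR, rho was 0.201 across 784 genes. Each of these 3 relations had a permutation p and an adjusted p of 1e-05, the smallest that 100000 permutations can give, although genes are not independent replicates. Neither a technical nor a biological origin of this trend was tested.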
